# Oscillating and stable genome topologies underlie hepatic physiological rhythms during the circadian cycle

**DOI:** 10.1371/journal.pgen.1009350

**Published:** 2021-02-01

**Authors:** Jérôme Mermet, Jake Yeung, Felix Naef

## Abstract

The circadian clock drives extensive temporal gene expression programs controlling daily changes in behavior and physiology. In mouse liver, transcription factors dynamics, chromatin modifications, and RNA Polymerase II (PolII) activity oscillate throughout the 24-hour (24h) day, regulating the rhythmic synthesis of thousands of transcripts. Also, 24h rhythms in gene promoter-enhancer chromatin looping accompany rhythmic mRNA synthesis. However, how chromatin organization impinges on temporal transcription and liver physiology remains unclear. Here, we applied time-resolved chromosome conformation capture (4C-seq) in livers of WT and arrhythmic *Bmal1* knockout mice. In WT, we observed 24h oscillations in promoter-enhancer loops at multiple loci including the core-clock genes *Period1*, *Period2* and *Bmal1*. In addition, we detected rhythmic PolII activity, chromatin modifications and transcription involving stable chromatin loops at clock-output gene promoters representing key liver function such as glucose metabolism and detoxification. Intriguingly, these contacts persisted in clock-impaired mice in which both PolII activity and chromatin marks no longer oscillated. Finally, we observed chromatin interaction hubs connecting neighbouring genes showing coherent transcription regulation across genotypes. Thus, both clock-controlled and clock-independent chromatin topology underlie rhythmic regulation of liver physiology.

## Author summary

In the eukaryotic cell nucleus, DNA loops bring together gene promoters and distal regulatory elements to tune gene expression. To adapt to the 24h periodic changes in the environment, such as light-dark cycles, many organisms on the planet adopted an internal circadian clock encoded genetically. Thus, animal physiology resonates with external cycles. In mouse liver, thousands of genes, including ones belonging to the central clock, lipid and glucose metabolism, as well as detoxification are expressed with a 24h period. Here, we monitored DNA contacts across the circadian cycle involving the promoters of genes playing key roles in the daily physiology of the mouse liver. While the dynamics of some loops oscillates in sync with gene expression along the 24h day, other loops connected daily active regulatory elements to target gene promoters stably over time. Using arrhythmic mutant animals, we demonstrated that the maintenance of such stable loops goes beyond the circadian clock function. Also, we discovered a set of frequently interacting genes having coherent temporal expression regulation in wild type and clock impaired animals. Thus, both dynamic and static DNA contacts underlie the circadian transcription of mouse liver physiology.

## Introduction

Human behaviour and physiology have adapted to daily recurring inputs from the environment. Most animals including mammals have integrated a time monitoring device, known as the circadian clock, allowing them to resonate with these 24h external cues. The coupling of our internal clock with environmental light-dark cycles controls our wake-sleep rhythm but also, as illustrated here, the 3-dimensional (3D) shape of chromosomes in cells of the intact liver in mice. In mammals, the suprachiasmatic nucleus (SCN) receives light input from the retina and synchronizes peripheral organs through direct and indirect signalling [1]. The circadian clock is molecularly encoded and relies on interlocked feedback loops of gene function ticking in virtually every cell of the body [2]. In this model, BMAL1 and CLOCK transcription factors (TF) regulate the expression of their own repressors including *Period* (*Period1*, *Period2*) and *Cryptochrome* (*Cryptochrome1* and *Cryprochrome2*) genes [3]. Clock-based and organ-specific TF activities interweave to regulate tissue-specific rhythms in transcriptional programs and physiology [4,5]. For example, in mouse liver, TF binding as well as chromatin modifications and accessibility and PolII activity fluctuate genome-wide and drive the rhythmic expression of thousands of genes important for hepatic functions [6–8]. Furthermore, rhythms in post-transcriptional mechanisms can drive oscillations in the abundance and activity of gene products [9–12].

In this context, changes in chromatin topology along the 24h day emerge as a regulatory layer for temporal gene expression [10,13]. In the mammalian cell nucleus, chromatin is organized in a hierarchical network of 3D structures [14,15]. Regulatory interactions between DNA sequences, for example through a promoter-enhancer looping mechanism, mostly occur in *cis* within ~0.1 to few megabases (Mb) large topologically associating domains (TADs) [15–18]. In cultured cells, oscillatory chromatin contacts were reported only at large genomic scale, such as between a clock output gene and DNA sequences located on *trans* chromosomes [19] or with the nuclear lamina [20]. However, the latter mechanism was not observed in the mouse liver [21]. At a smaller genomic scale, promoter-enhancer loops in mouse tissues were shown to underlie temporal and tissue-specific gene transcription, for example through alternative promoter usage [5]. In fact, in mouse liver, the conformation of chromatin was captured at two opposite time points of the day genome-wide, reporting that changes in genomic interactions occurred mostly at the sub-TAD scale [22]. In addition, rhythms in promoter-enhancer looping were reported to resonate with transcriptional cycles in mouse tissues, with high contact frequency synchronized with active transcript synthesis [22–24]. Remarkably, oscillations in the formation of these loops were abolished in arrhythmic *Bmal1* KO animals, showing that the circadian clock sustained daily changes in genomic interactions [23]. Furthermore, the deletion of the daily connected *Cryptochrome1* (*Cry1*) intronic enhancer element abolished the dynamics of the loop and perturbed the *Cry1* transcription cycle (by reducing the frequency of transcriptional bursts), and eventually led to a short period phenotype of mutant animals [23]. These detailed analyses pointed out an important role of chromatin topology in the control of 24h transcription rhythms. However, it is not known whether changes in chromatin architecture systematically accompany such rhythms.

Here, we investigated temporal changes in chromatin conformation in livers of WT and *Bmal1* KO animals using 4C-seq. We identified 24h rhythms in promoter-enhancer looping synchronized with the expression of the core-clock genes *Bmal1*, *Period1* and *Period2*. Furthermore, we showed that promoters of clock output genes, representing key physiological properties of hepatocytes such as metabolite synthesis, detoxification and glucose metabolism, recruited surrounding elements resembling enhancers. Although PolII activity and chromatin marks oscillated at interacting DNA sites in WT livers, promoter-enhancer contact frequency was maintained at similar levels during day-time and night-time, corresponding to active and inactive transcription, respectively. This suggested that rhythmic transcription took place over a static and closed conformation of chromatin loops. Remarkably, in *Bmal1* KO animals, PolII activity and chromatin modifications no longer oscillated at these sites, while their interaction frequency remained stable over time and at a comparable level to WT, showing a clock-independent mechanism of DNA looping. Finally, we found a cluster of stable interactions linking a set of genes that were co-regulated across time and genotypes. Overall, these findings further our understanding on the role of chromatin architecture in circadian gene regulation in animals.

## Results

### Oscillating chromatin contacts accompany rhythmic gene transcription of core-clock repressors and activators

To elucidate the dynamics of chromatin architecture along the day-night cycle in mouse tissues, we performed 4C-seq experiments every 4h for 24h as in [23] (Material and Methods). 4C-seq probes the interaction frequencies between one “bait” DNA fragment and the entire genome [25]. 

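The 24h profiles were measured in livers of WT mice at 6 times from ZT00 to ZT20. For every restriction fragment position within 2 Mb of a bait, the authors' deposited values give 1 estimate per time of the log10 4C-seq signal from their regression over libraries, with a variance, and no value per library. To make the signal, the authors divided fragment counts by the total on the cis chromosome, applied the pseudocount given in the methods and took the log10. The positions are midpoints of DpnII fragments of mouse build mm9 (NCBIM37), at a median spacing of 584 bp. Within 1 Mb of the bait there were 3062 positions for Bmal1, 3117 for Per2 and 2981 for Per1. At each position, the 24 h Fourier coefficient was recomputed from the 6 estimates and the deposited errors, and was tested by a chi-square test with 2 degrees of freedom. The peak-to-trough amplitude is given with the standard error (SE) of that coefficient. Such a p takes neighbouring fragments as the observations, so it does not measure the spread between livers. Each amplitude was also compared with those of all 60 distinct orders of the 6 times, an exact permutation test whose smallest p is 0.0167. It uses the same pooled estimates, so it does not measure the spread between livers either. A change at 1 time alone gives a like amplitude in every order, so a large p does not exclude such a change. The labels and the paper's S1 Table list 12 libraries per bait, 2 at each time, where the methods state 3 biological replicates. In the S1 Table all 12 libraries of Per1 and of Per2 passed the filter on empty fragments and 9 of Bmal1 did, which leaves 1 library at ZT04, ZT12 and ZT20. The Bmal1 estimates of those times have larger errors, so its orders are not strictly exchangeable. Total counts per library in the S1 Table were 1079899 to 1744960 for Bmal1, 1065073 to 1646936 for Per2 and 908334 to 1175883 for Per1.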

We placed 4C-seq baits at gene promoters of central components of the mammalian molecular clock such as *Bmal1* [3]. *Bmal1* gene is rhythmically transcribed in WT mouse liver with pre-mRNA abundance peaking around ZT22 (Fig 1A) (ZT: Zeitgeber time; ZT0 corresponds to onset of lights-on; ZT12 corresponds to onset of lights-off). Note that for circadian clock-driven gene expression, the pre-mRNA accumulation is an appropriate proxy for transcription, which typically peaks several hours before the mRNA [9]. As reported for other genes [23], the 4C-seq contacts for *Bmal1* were highly enriched on the *cis* chromosome, especially within a 2Mb region surrounding the bait position (S1A Fig). This region contained ~50% of *cis* counts for all time points (S1 Table) and comprised most gene regulatory interactions [16]. 

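Contacts of the Bmal1 promoter bait fell steeply with distance in WT liver. The mean signal over positions and times was 0.454 within 50 kb of the bait, 0.141 from 50 to 200 kb, 0.0626 from 200 to 500 kb and 0.0514 from 500 to 1000 kb. Beyond 1 Mb, on the 3113 positions up to 2 Mb away, it was 0.0178. Within 50 kb the lowest mean was 0.427, at ZT08, and the highest 0.470, at ZT16. The paper's S1 Table gives 45.8% to 54.0% of cis counts in the window for the 12 Bmal1 libraries, and 61.8% to 69.4% of all counts on the cis chromosome.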

4C-seq data were then normalized and analyzed applying a locally weighted multilinear regression (LWMR) using a Gaussian window (sigma=2.5 kb) centered on each fragment for local smoothing [23] (Material and Methods). Temporal analysis revealed that the *Bmal1* promoter rhythmically contacted a genomic region spanning from ~40 kilobases (kb) to ~75 kb downstream of the transcription start site (TSS), with the contact frequency peaking around ZT18-20 at multiple 4C-seq peaks (Figs 1B, 1C and S1A). 

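From 40 to 75 kb downstream of the bait, inside Arntl, the gene that encodes BMAL1, contacts of the promoter were highest late in the night and lowest at lights-off. The mean signal of the 44 positions of this region (chromosome 7, 120391701 to 120425707) was 0.452 at ZT20, 0.410 at ZT00 and 0.264 at ZT12. Its 24 h peak-to-trough was 0.162 (log2 0.54), with a peak time of ZT21.5. A p under 0.01 was reached at 9 of the 44 positions, which lay between 43.6 and 74.3 kb downstream and peaked between ZT19.8 and ZT22.2. On the other side of the bait, 40 to 75 kb upstream, the mean of 56 positions had a peak-to-trough of 0.0180, and the chi-square test gave 0 positions with p under 0.01 and 0 with p under 0.05. The sole other cluster, of 5 positions, was around 301.9 kb downstream, 3.74 kb from Far1, which encodes a fatty acyl-CoA reductase, with a peak time of ZT10.3 at its smallest p. Over all 3062 positions, 15 had p under 0.01, where chance alone gives 30.6, and 116 had with errors from the deposited variances alone. Of the 15, 10 lay among the 289 positions within 100 kb of the bait. With 1.67% of all positions at p under 0.05, fewer than chance gives, the deposited errors look wide. The comparison with chance therefore decides little. Of the 60 orders of the times, 27 gave 15 positions or more, up to 34. After Benjamini-Hochberg adjustment over these positions 0 remained under 0.05 in the chi-square test, with 51 at an unadjusted p under 0.05.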

To characterize interacting regions, we integrated time-resolved chromatin immuno-precipitation followed by high-throughput sequencing (ChIP-seq) experiments targeting PolII and chromatin marks typical of enhancer regulatory elements such as H3K27ac and DNase1 hypersensitive sites (DHS) [8]. As expected, PolII loading was rhythmic across the entire *Bmal1* gene body and peaked around ZT18-22 (Fig 1D). Multiple 4C-seq interaction sites peaking at ZT20 coincided with chromatin regions marked by rhythmic regulatory activity. For example, a preferential ZT20 contact ~45 kb downstream of the bait corresponded to a conserved intronic region marked by rhythmic H3K27ac histone acetylation and DNase1 hypersensitivity peaking around ZT20 (Fig 1D, blue region in log_2_ fold-change). 

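The contact 45 kb downstream lies on a fragment in an intron of Arntl (chromosome 7, 120395870 to 120396542). Its signal was 0.636 ± 0.0680 (SE) at ZT20 and 0.581 ± 0.0490 at ZT00, against 0.384 ± 0.0693 at ZT04 and 0.399 ± 0.0490 at ZT08. The peak-to-trough was 0.232 ± 0.0710 (log2 0.77 ± 0.24), with a peak time of ZT19.8 ± 1.17 h and p = 0.0048 in the chi-square test, and 6 of the 60 orders of the times gave as large an amplitude. The strongest contact within 10 kb of this site, 35.1 kb downstream, had a peak-to-trough of 0.0668 ± 0.0912 (p = 0.765 in the chi-square test, 10 of the 60 orders as large). That position lies at the edge of the 10 kb nearest the bait and can be another contact.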

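A second rhythmic contact of the Bmal1 promoter fell on a fragment over an exon of Arntl, 73.1 kb downstream of the bait (chromosome 7, 120423662 to 120425213). Here the signal was 0.568 ± 0.0871 (SE) at ZT20 and 0.189 ± 0.0871 at ZT12. This position had the smallest p of the 2 Mb around the bait, p = 0.00124 in the chi-square test. Its peak-to-trough was 0.329 ± 0.0899 (log2 1.09 ± 0.30), with a peak time of ZT21.8 ± 1.05 h, and 7 of the 60 time orders reached that amplitude.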

Another ZT20 4C-seq peak located near exon5 ~73 kb downstream of the bait coincided with a ZT20 DNase1 signal (although weak) (Fig 1C and 1D). These data suggested oscillating DNA loops between rhythmically active enhancers and the *Bmal1* promoter.

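No single time carried the rhythm of the Bmal1 region alone. Without ZT20, the time of highest contact, the mean of the region from 40 to 75 kb kept a 24 h peak-to-trough of 0.140, which is 86.7% of the full value, with a peak time of ZT21.7. Without ZT12 it was 81.1% and without ZT08 128%. Of the 60 orders of the times, 4 gave the region a peak-to-trough as large (exact permutation test, p = 0.0667). Because contacts near ZT20 fell on sites with rhythmic H3K27ac and DNase1 hypersensitivity (Fig 1D; not analysed here), the paper proposes that DNA loops between active enhancers and the Bmal1 promoter oscillate.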

**Fig 1:**
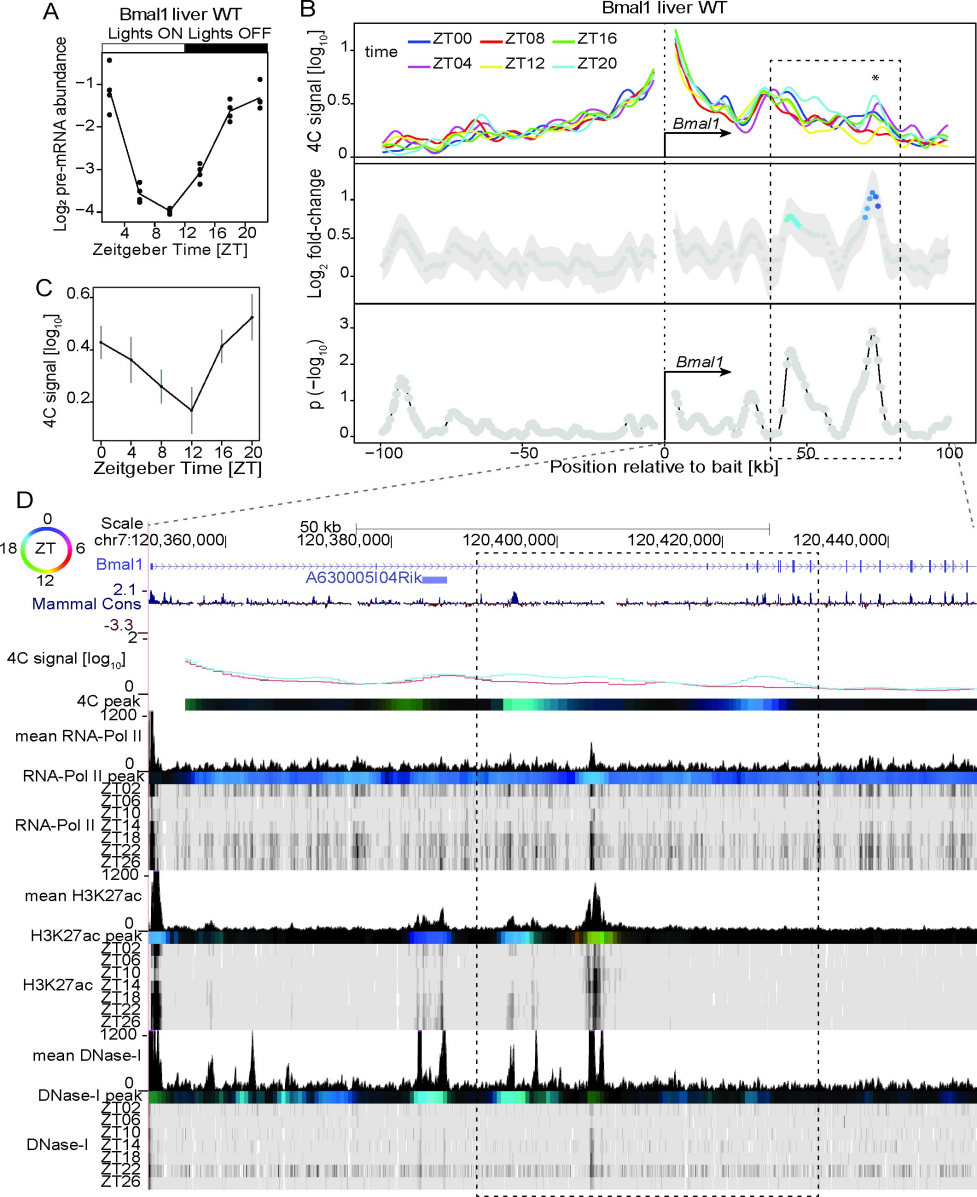
Time-resolved 4C-seq experiments revealed 24h rhythms in chromatin interactions at the *Bmal1* (*Arntl*) promoter in WT mouse liver. (A) *Bmal1* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal over time from the *Bmal1* TSS bait in WT mouse liver (top panel) and log_2_ fold change (middle panel) and **−**log_10_(p) (lower panel, Material and Methods) for rhythmicity analyses [23]. Fragments with p<0.01 are colored according to peak time in contact frequency (color-coding as in following top left circle panel D). * = local maximum in differential genomic contact. n=1 in ZT04/ZT12/ZT20, n=2 in ZT00/ZT08/ZT16. Dashed rectangle: region of rhythmic interaction. (C) 4C-seq signal over time, adjacent to * (B). (D) 4C-seq signal at ZT20 (blue) and ZT08 (red), time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver [8]. Color-coded tracks represent peak time for 4C-seq signal and chromatin marks (see top left circle for time code, methods). Dashed rectangle: region of rhythmic interaction. Localized genomic regions marked by ZT18 to ZT00 H3K27ac and DNase1 hypersensitivity make chromatin contacts with the promoter region of *Bmal1* at ZT20. See S7A Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.

Next, we explored chromatin architecture dynamics surrounding *Period1* (*Per1*) and *Period2* (*Per2*) genes that belong to the negative limb of the circadian molecular oscillator [3]. 

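The Per1 and Per2 promoters, of the PERIOD repressors of the clock, had their strongest contacts close to their baits. For Per2 the mean signal over positions and times was 0.566 within 50 kb, 0.154 from 50 to 200 kb and 0.0243 from 1 to 2 Mb. Per1 contacts were weaker near the bait, at 0.361 within 50 kb, 0.0903 from 50 to 200 kb and 0.0163 from 1 to 2 Mb. In the paper's S1 Table the share of cis counts in the window was 50.0% to 62.4% for Per2 and 38.9% to 50.9% for Per1, over 12 libraries each.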

*Per2* and *Per1* 4C-seq signals were largely enriched within a 2Mb window on *cis* chromosome (S1 Table and S1B and S1C Fig). *Per2* pre-mRNA is highest around ZT14 in WT liver (Fig 2A). 

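Contacts of the Per2 promoter with the region from 35 to 70 kb downstream of the bait were strongest in the early night, at ZT16, and weakest at ZT04. The region holds the 3' end of Per2, Hes6 and part of Ilkap, a protein phosphatase (chromosome 1, 93286747 to 93321351). Its mean signal over 54 positions was 0.565 at ZT16 and 0.406 at ZT04, with 0.460 to 0.487 at the other times. A p under 0.01 was reached at 25 of the 54 positions, all with a peak time between ZT16.7 and ZT17.7, and 7 passed an adjusted p under 0.05. These 25 made up a cluster from 38.2 to 45.2 kb and a part of a cluster from 61.8 to 70.1 kb downstream. Over all 3117 positions of the window, 31 had p under 0.01, where chance alone gives 31.2. Of the 31, 26 lay among the 310 positions within 100 kb of the bait. As 2.63% of all positions had p under 0.05, fewer than chance gives, that comparison decides little. Of the 60 orders of the times, 36 gave 31 positions or more, up to 112. At 40.1 kb, over an exon at the 3' end of Per2, the signal was 0.753 ± 0.0263 (SE) at ZT16 and 0.569 ± 0.0263 at ZT04, a peak-to-trough of 0.112 ± 0.0309 (log2 0.37 ± 0.10) with p = 0.00149 in the chi-square test, and 23 of the 60 orders of the times gave as large an amplitude. At 65.3 kb, in an intron of Ilkap, it was 0.567 ± 0.0324 at ZT16 and 0.302 ± 0.0323 at ZT04, a peak-to-trough of 0.218 ± 0.0386 (log2 0.72 ± 0.13) with a peak time of ZT17.2 ± 0.680 h and an adjusted p of 1.31e-04, and 2 of the 60 orders gave as large an amplitude. The smallest p of the chi-square test near that site stood at 66.3 kb (adjusted p = 6.13e-05), where no other order of the times gave as large an amplitude. That position was picked by its p in the true order, so its rank is no independent support.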

At the *Per2* locus, a large region extending from ~35 kb to ~70 kb downstream of the TSS contacted more frequently the promoter at ZT16, with two prominent oscillating contacts at 40 kb and 65 kb downstream of the TSS (Fig 2B and 2C). The region 40 kb downstream of *Per2* TSS corresponded to multiple intragenic sites near the 3’ end of *Per2* containing rhythmic transcription and enhancer chromatin marks (PolII, H3K27ac, DHS) peaking around ZT16, as well as the *Hes6* gene in which PolII, H3K27ac and DHS peaked at ZT16 (Fig 2D). The region 65 kb downstream of the TSS also contained H3K27ac and DHSs enhancer marks (Fig 2D). Thus, these data showed 24h rhythms in enhancer-promoter contacts accompanying *Per2* transcription, and also dynamic gene-gene interactions with synchronised transcription. Furthermore, the *Per1* pre-mRNA level is maximal near ZT10 in WT mouse liver (S2A Fig). 

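Hes6, a gene of the Hes family of transcriptional regulators, lies just beyond the 3' end of Per2 (chromosome 1, 93308060 to 93310615). The mean signal of its 3 positions was 0.574 at ZT16 and 0.401 at ZT04. Its 24 h peak-to-trough was 0.0894 with a peak time of ZT16.0, 31 of the 60 orders of the times gave as large an amplitude, and 1 of the 3 positions had p under 0.01. Averaged over the whole region from 35 to 70 kb, the peak-to-trough was 0.0993 (log2 0.33) and the peak time ZT16.7. That rhythm rests on ZT16, since 47.0% of the peak-to-trough was left without this time, and 16 of the 60 orders of the times gave as large a value (exact permutation test, p = 0.267). At ZT16 the paper's S1 Table also has the highest share of cis counts in the window, 61.0% to 62.4%, against 50.0% to 58.7% at the other times. From the contacts and the marks at these sites the paper concludes that enhancer-promoter contacts and gene-gene contacts follow a 24h rhythm together with Per2 transcription.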

Overall, the chromatin rhythms showed lower amplitudes for *Per1* compared to *Per2*. 

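Contacts called rhythmic were shallower for Per1 than for Per2. Among positions with p under 0.01, the median peak-to-trough was 0.0678 (log2 0.23) for the 94 of Per1 and 0.120 (log2 0.40) for the 31 of Per2. The largest were 0.116 for Per1 and 0.229 for Per2. Only 20 of the 94 lay within 100 kb of the bait, against 26 of the 31, so these medians compare unlike distances. Over all positions within 100 kb of the bait, called or not, the median was 0.0428 for Per1 and 0.0425 for Per2, at median SEs of 0.0277 and 0.0307. These amplitudes were described and not tested against each other.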

While several sites within the 2Mb genomic region surrounding *Per1* showed weakly rhythmic contacts with the *Per1* promoter (S1C Fig), two proximal regions contacted the *Per1* TSS rhythmically (S2B and S2C Fig). 

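Of the 2981 positions within 1 Mb of the Per1 bait, 94 had p under 0.01, where chance alone gives 29.8, and they formed 14 clusters. Beyond 100 kb, contacts rose around ZT8 to ZT15 at most clusters. The smallest p of the window was in an intron of Dvl2, a gene of Wnt signalling, 902.5 kb downstream, where the signal went from 0.0240 ± 0.0128 (SE) at ZT00 to 0.0915 ± 0.0130 at ZT12 (p = 2.92e-04 in the chi-square test). In an intron of Kdm6b, a histone demethylase gene 310.2 kb downstream, the signal was 0.0958 ± 0.0243 at ZT00 and 0.211 ± 0.0247 at ZT12 (p = 0.00146 in the same chi-square test). At both sites the true order of the times gave the largest amplitude of the 60 orders. As both were picked by their small p in the true order, this rank is no independent support. After Benjamini-Hochberg adjustment 0 positions were under 0.05 in the chi-square test, with 7.85% of positions at an unadjusted p under 0.05. Of the 60 orders of the times, 4 gave 94 positions or more, up to 102.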

The first region was immediately upstream of the *Per1* TSS and corresponded to multiple sites with PolII, H3K27ac and DHSs (S2D Fig). 

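Close to the Per1 promoter, contacts with the upstream side were lowest at ZT04 and high from ZT08 to ZT16. The Per1 bait lies 4.14 kb inside the annotated gene, so that a fragment at -6.02 kb falls between Vamp2 and Per1 (chromosome 11, 68906684 to 68906991). The signal there was 0.633 ± 0.0255 (SE) at ZT08, 0.644 ± 0.0255 at ZT12 and 0.617 ± 0.0255 at ZT16, against 0.485 ± 0.0255 at ZT04. The harmonic fit had a peak-to-trough of 0.109 ± 0.0296 (log2 0.36 ± 0.10) and a peak time of ZT13.2 ± 1.04 h (p = 0.00113 in the chi-square test), and 20 of the 60 time orders gave as large an amplitude. At the strongest contact within 10 kb of this site, over an exon of Per1 at -4.28 kb, the signal was 0.655 at ZT08 and the fitted peak time ZT12.5.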

The temporal profile of this interaction showed highest contact at ZT8 (S2C Fig), but the phase of the harmonic fit was later near ZT12. The second rhythmic site located ~15-20 kb downstream of the TSS showed a peak phase near ZT14 and was in fact located in a valley of 4C signal. This site corresponded to the 3’ terminal region of *Per1* and coincided with H3K27ac and DHS sites, as well as the promoter region of *Hes7* (S2D Fig). These data suggest that sites resembling enhancer elements diurnally contacted the promoter of *Per1*. 

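The fragment 16.9 kb downstream of the Per1 bait lies between genes, 2.95 kb from Hes7 (chromosome 11, 68928543 to 68930958). Its contact signal was 0.512 ± 0.0282 (SE) at ZT16 and 0.501 ± 0.0280 at ZT12, and 0.370 ± 0.0282 at ZT04. The peak-to-trough was 0.116 ± 0.0327 (log2 0.39 ± 0.11), the peak time ZT15.2 ± 1.08 h and p = 0.00184 in the chi-square test, and 2 of the 60 orders of the times gave as large an amplitude. The mean signal of this fragment was 0.457, below the 0.691 of the strongest contact within 10 kb, which stood at 8.65 kb over an exon of Per1 and had a peak-to-trough of 0.0589 ± 0.0282 (p = 0.114 in the chi-square test, with 36 of the 60 orders as large).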

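Hes7, whose product is a repressor of the Hes family, lies 20.9 to 24.9 kb downstream of the Per1 bait (chromosome 11, 68933906 to 68937557). The mean signal of its 5 positions was 0.525 at ZT16 and 0.439 at ZT08, and the fitted peak time was ZT16.1, with 11 of the 60 orders of the times as large in amplitude. In the chi-square test 0 of the 5 had p under 0.01 and 0 had p under 0.05. From the proximal sites, the paper proposes that elements that look like enhancers contact the Per1 promoter at a preferred time of day.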

We also noted a weak ZT02 preferential interaction 45 kb upstream the *Per1* TSS (S2B Fig). Together, the measured chromatin interaction patterns at *Per1* are more complex to interpret compared to *Per2*, possibly because of weaker signals and limitations in the phase estimations.

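Upstream of Per1, the fragment 45.0 kb from the bait lies between genes, 2.63 kb from Aurkb, a mitotic kinase gene (chromosome 11, 68867792 to 68867979). Contact was highest at ZT04 (0.302 ± 0.0251, SE) and lowest at ZT12 (0.191 ± 0.0248). The fitted peak time was ZT1.57 ± 1.33 h, with a peak-to-trough of 0.0840 ± 0.0291 (log2 0.28 ± 0.10) and p = 0.0157 in the chi-square test, and 4 of the 60 orders of the times gave as large an amplitude. Nearby, 9 positions between -44.4 and -41.2 kb had p under 0.01, the smallest being 0.00368.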

**Fig 2:**
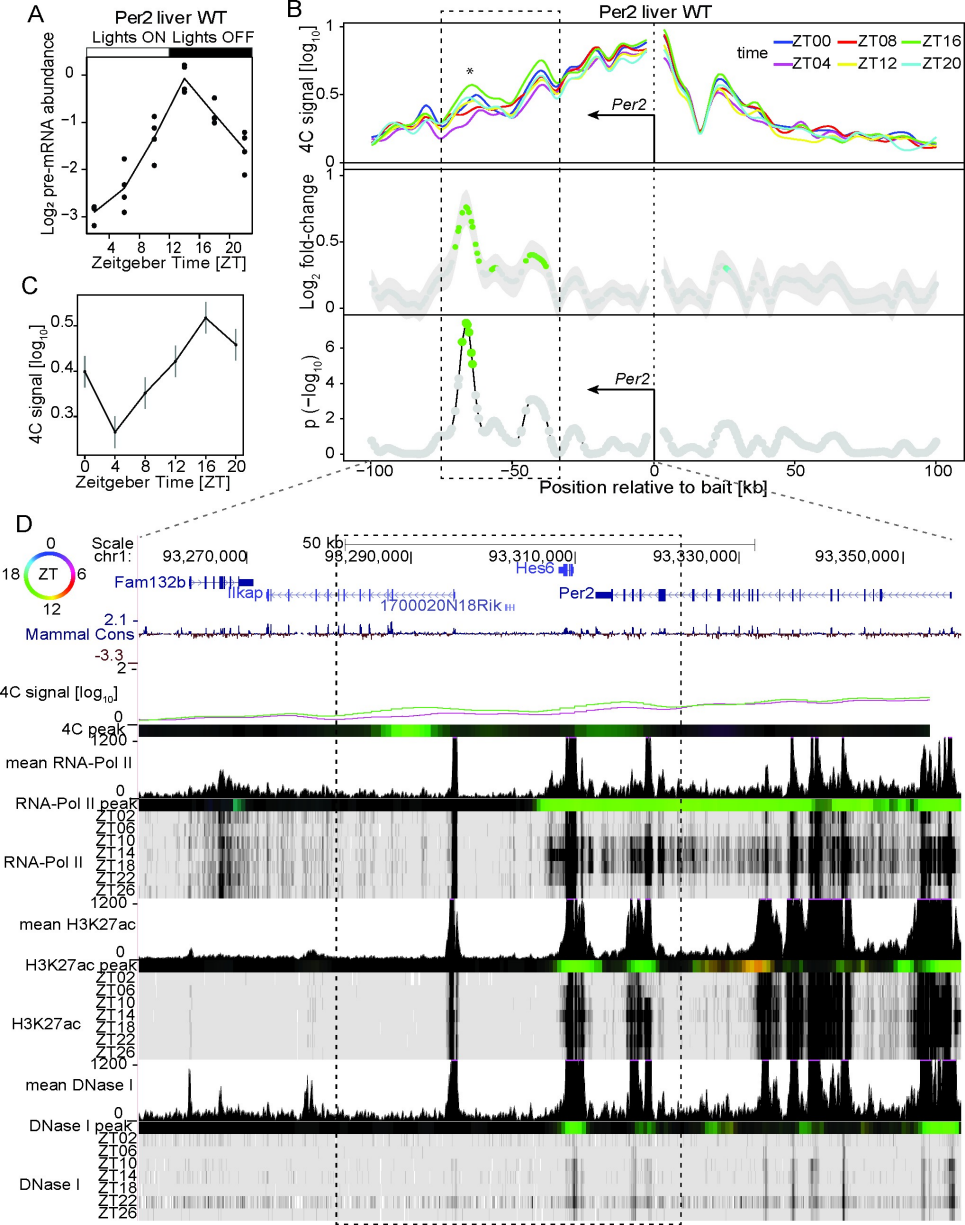
Time-resolved 4C-seq experiments revealed 24h rhythms in chromatin interactions of the *Period2* promoter in WT mouse liver. (A) *Period2* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal over time from the *Period2* TSS bait in WT mouse liver (top panel) and log_2_ fold change (middle panel) and **−**log_10_(p) from rhythmicity analyses [23]. Fragments with p< 0.01 are colored according to peak time in contact frequency (color-coding as in following top left circle panel D). * = local maximum in differential genomic contact. n=2. Dashed rectangle: region of rhythmic interaction. (C) 4C-seq signal over time adjacent to * (B). (D) 4C-seq signal at ZT04 (purple) and ZT16 (green), and time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver [8]. Colored tracks represent peak time for the 4C-seq signal and chromatin marks, (top left circle for peak-time color code, Material and Methods). Dashed rectangle: region of rhythmic interaction. The region interacting with the promoter of *Period2* at ZT16 coincided with multiple localized rhythmic signals in H3K27ac and DNase1 hypersensitivity peaking at ZT16. See S7B Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.

Together, these time-resolved 4C-seq experiments revealed oscillating contacts between core-clock gene promoter and surrounding enhancers. 

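In both the Bmal1 and the Per2 profile, contacts changed over the day on the downstream side, which holds the gene body, and less on the upstream side at the same distance. At Bmal1 the upstream mean stayed between 0.208 and 0.229, and at Per2 the mean 35 to 70 kb upstream stayed between 0.197 and 0.255, with a peak-to-trough of 0.0343 and a fitted peak at ZT1.83. Of 51 upstream Per2 positions, 3 had p under 0.05 and 0 had p under 0.01 in the chi-square test.

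**Figure D1:**
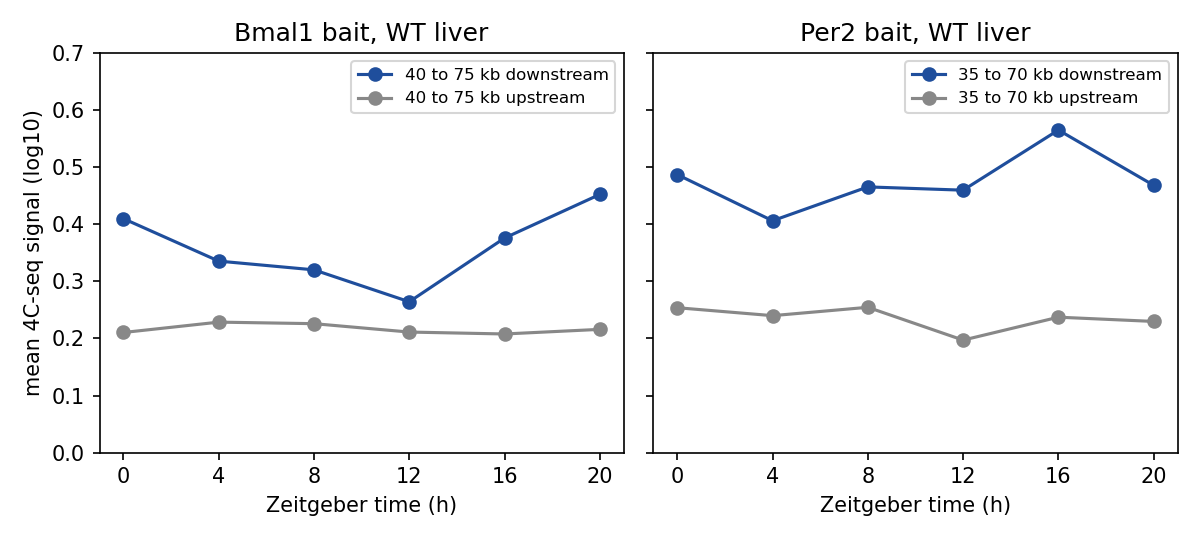
Mean 4C-seq signal (log10) of the positions of each region against Zeitgeber time in h, for the Bmal1 bait and the Per2 bait in WT liver. Blue lines are the downstream regions and grey lines the mirrored upstream regions, with 1 point per time, a mean of the authors' estimates, and no error bars.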

The temporal dynamics of many of those DNA interactions as well as chromatin features at enhancer sites were synchronized with the transcription of the target gene, with high contact frequency and enhancer activity coinciding with the peak time of pre-mRNA synthesis.

### Dynamic or stable DNA loops connect daily active enhancers with the promoter of clock output genes

Next, we explored chromatin interactions surrounding clock output genes. In mouse liver, two main transcriptional waves centered around ZT08 and ZT20 [26] underlie daily rhythms in physiology, including detoxification [27], glucose [28] and lipid metabolism [29], and metabolite synthesis [30–32]. Notably, clock-related TFs bind to the promoter of genes involved in carbohydrate and lipid metabolism [6,33]. Thus, we selected the promoter of genes that were rhythmically transcribed (assessed by pre-mRNA peak times) with peak times that coincided with either of the two main transcriptional waves, and we profiled chromatin interactions at the two time points (ZT08 and ZT20) [26]. In particular, we placed a bait at the promoter of *Mreg* that is rhythmically transcribed specifically in the liver [5]. 

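For the comparison of ZT08 with ZT20, the authors' deposited tables give the log10 signal and its variance for each time at every fragment position within 1 Mb of the bait, together with the difference, a z score and a p-value from their regression. The counts and p-values of ZT20 against ZT08 printed for Mreg, Nampt, Pfkfb3, Mfsd2a and Por are therefore the authors', and the 95% intervals are normal intervals from the error that their z score implies. As for the 24h profiles, the observations behind such a p are fragments of pooled libraries, and no value per library was used. A difference is given as ZT20 minus ZT08 on the log10 scale. The labels give 4 Mreg liver libraries, 2 at each time. For Nampt, Pfkfb3, Mfsd2a and Por the labels give ZT08 for all 8 WT libraries of a bait, while the paper's S1 Table gives 4 at ZT08 and 4 at ZT20. Single libraries of these 4 baits were not assigned to a time, and ZT08 and ZT20 are the names that the authors gave to the pooled groups. The methods state 4 biological replicates, and in the S1 Table 4 Mreg, 6 Nampt, 7 Pfkfb3, 6 Mfsd2a and 7 Por libraries passed the filter in WT liver.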

*Mreg* pre-mRNA peaks near ZT22 in WT mouse liver (Fig 3A). *Mreg* 4C-seq signals were enriched within the 2Mb region surrounding the bait position (S1 Table). In this signal-rich region, the 4C interaction profiles showed no difference between ZT08 and ZT20 (Fig 3B, Z-scores were centered around zero, Material and Methods) with the exception of a bait-proximal region that showed a clear preferential contact at ZT20. This region spanned from ~10 kb to ~50 kb downstream of the bait and corresponded to *Mreg* intragenic region. 

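Contacts of the promoter of Mreg, which encodes melanoregulin, were concentrated near the bait at both times. The mean signal in WT liver was 0.476 within 50 kb of the bait, 0.139 from 50 to 200 kb, 0.0814 from 200 to 500 kb and 0.0507 from 500 to 1000 kb. In the paper's S1 Table the share of cis counts in the window was 45.6% ± 0.727 (SD, n = 2) at ZT20 and 39.9% ± 1.14 (SD, n = 2) at ZT08, for which an exact permutation test of 2 libraries against 2 cannot give a p under 0.333. Total counts were 1450572 to 2255183 per library.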

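Most of the Mreg positions with a small p between ZT08 and ZT20 lay in the vicinity of the bait. In the authors' deposited table 58 of the 3073 positions had p under 0.01, all 58 with a higher signal at ZT20, and 55 of these lay within 100 kb of the bait. Adjusted by Benjamini-Hochberg over all positions, 27 of the p-values of the authors' deposited table were under 0.05. Between 50 and 200 kb from the bait the mean signal was 0.138 at ZT08 and 0.141 at ZT20. The sole cluster outside the 100 kb was at -625.6 kb in an intron of Igfbp2, an insulin-like growth factor binding protein gene, with 0.0483 at ZT08 and 0.146 at ZT20 (p = 0.00771 in the authors' deposited table).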

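Within Mreg, from 10 to 50 kb downstream of the bait (chromosome 1, 72209132 to 72249212), every one of the 66 positions had a higher signal at ZT20. Neighbouring positions share data through the smoothing kernel, so these are not 66 independent observations. The mean signal went from 0.460 at ZT08 to 0.598 at ZT20, a difference of 0.138. In the authors' deposited table 51 of the 66 had p under 0.01, and 27 of these p-values stayed under 0.05 after adjustment over the window. On the upstream side, from 10 to 50 kb, the mean difference was 0.0291 over 59 positions, and the authors' deposited table gives 0 of them p under 0.01. The largest upstream difference was 0.115 at -20.1 kb, with a 95% interval of 0.0242 to 0.206.

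**Figure D2:**
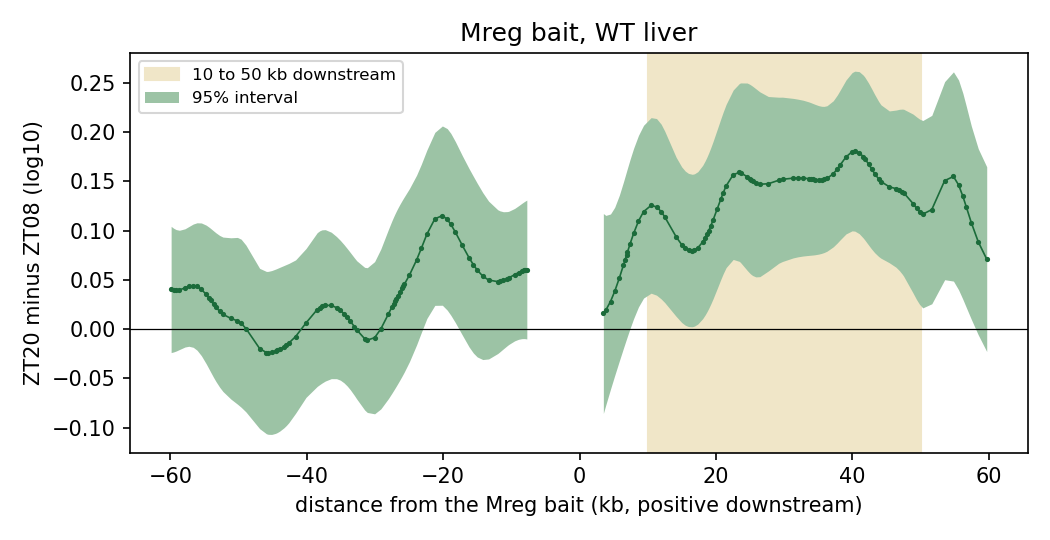
Difference of the 4C-seq signal, ZT20 minus ZT08 (log10), at each fragment position against the distance from the Mreg bait in kb in WT liver. Points are the differences, the green band is the 95% interval from the error that the authors' z score implies, and the shaded part marks 10 to 50 kb downstream, where the mean difference is 0.138.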

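Contacts of the Mreg introns from 30 to 40 kb downstream of the bait (chromosome 1, 72219133 to 72228275) were higher at ZT20. Their 16 positions went from a mean signal of 0.383 at ZT08 to 0.540 at ZT20, a difference of 0.157. All 16 had p under 0.01 in the authors' deposited table, and all 16 stayed under 0.05 after adjustment. The smallest p of the authors' deposited table in the whole window, 1.74e-05, stood at 40.0 kb, next to the largest difference from 10 to 50 kb, 0.181 at 40.3 kb.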

The ZT20 preferential contact was the highest at ~30 kb to ~40 kb downstream of the TSS (Fig 3D). Remarkably, while PolII was rhythmic and peaked around ZT20 across the entire gene body, H3K27ac and DNase1 hypersensitivity signals were high specifically within the region spanning from ~30 kb to 40 kb downstream the TSS, and both marks peaked at ZT20 (Fig 3C and 3D). This data indicated that the region recruited to the *Mreg* promoter preferentially at ZT20 corresponded to DNA elements having rhythms in enhancer chromatin signature peaking at ZT20 in WT mouse liver. Thus, oscillating DNA loops can connect daily active enhancers with promoters of clock output genes.

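At the middle of the contacted region, 35.0 kb downstream of the Mreg bait in an intron of Mreg (chromosome 1, 72223836 to 72224562), the signal was 0.357 at ZT08 and 0.509 at ZT20. The difference was 0.151 (log2 0.50), with a 95% interval of 0.0761 to 0.227, and p = 1.10e-04 in the authors' deposited table (0.0241 after adjustment over 3073 positions). From the coincidence of these contacts with enhancer marks that peak at the same time (Fig 3D; not analysed here), the paper concludes that oscillating loops can join daily active enhancers to promoters of clock output genes.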

**Fig 3:**
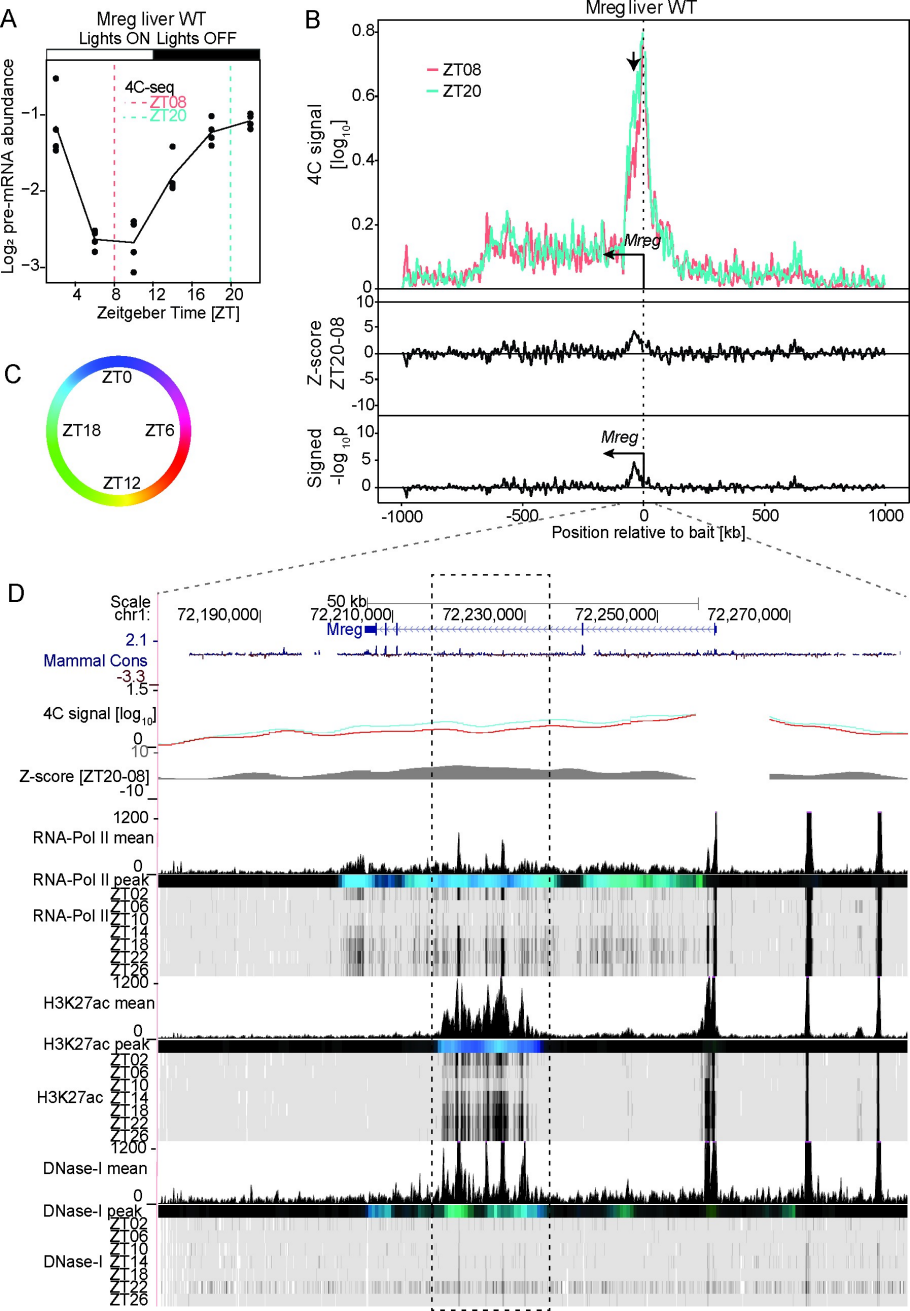
Oscillating interactions between the *Mreg* promoter and an intragenic enhancer-like elements. (A) *Mreg* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal at ZT08 (red, n=2) and ZT20 (green, n=2) in WT mouse liver in a 2Mb genomic window surrounding the *Mreg* bait position (upper panel) and the corresponding Z-scores (middle track) and p-values (lower track) revealing a ZT20 preferential contact within a region located from ~30 kb to ~40 kb downstream of the bait position (arrow). (C and D) Genome browser view with the *Mreg* 4C-seq signal at ZT08 (red) and ZT20 (blue) and time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver (D) [8]. Colored tracks represent peak time in chromatin marks following the color code as in (C) (Material and Methods). Dashed rectangle: region of rhythmic interaction. The interacting region spanning from ~30 kb ~40 kb downstream of the *Mreg* TSS is marked by rhythms in DHSs and H3K27ac peaking around ZT20, in sync with *Mreg* transcription. See S8B Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.

Next we explored the dynamics of chromatin conformation surrounding genes involved in key physiological function in liver such as *Nampt*, that encodes the nicotinamide phosphoribosyltransferase rate-limiting enzyme in the NAD biosynthesis pathway [30,31]. BMAL1 binds to the promoter of *Nampt* [6] and, the NAD+-dependent histone deacetylase SIRT1 inhibits CLOCK-BMAL1 TF activity [31], illustrating the interlocking between the clockwork machinery and the metabolic state of the cell. *Nampt* pre-mRNA accumulates rhythmically in the liver of WT mice and peak at ZT10 (Fig 4A). 

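Nampt contacts reached farther from the promoter than those of Mreg. In WT liver the mean signal over both times was 0.490 within 50 kb of the Nampt bait, 0.306 from 50 to 200 kb, 0.0979 from 200 to 500 kb and 0.0465 from 500 to 1000 kb. In the paper's S1 Table 49.3% to 59.0% of cis counts lay in the window, with 56.5% ± 3.06 (SD, n = 4) at ZT20 and 50.5% ± 1.44 (SD, n = 4) at ZT08. This difference gave p = 0.0571 in a two-sided exact permutation test (adjusted p = 0.171 over 15 such tests). The test included the 2 ZT08 libraries that failed the filter. Libraries held 1181151 to 3355484 counts.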

Again, *Nampt* 4C-seq signals were mostly confined within the 2Mb region surrounding the bait at both time points (S1 Table). 

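Between the groups that the authors name ZT08 and ZT20, 95% of the 2897 positions of the Nampt promoter in WT liver differed by less than 0.0598. In the authors' deposited table 2 positions had p under 0.01, both with a lower signal at ZT20 and both near -690.1 kb, 41.3 kb from Pik3cg, where chance alone gives 29.0 positions. After Benjamini-Hochberg adjustment 0 of the p-values of the authors' deposited table were under 0.05, with 29 at an unadjusted p under 0.05.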

Unlike the dynamics observed for core clock genes and *Mreg*, no differential interactions between ZT08 and ZT20 were found across the entire 2Mb signal-rich region (Fig 4B). In particular, major 4C-seq interaction sites stood out at 50 kb and 125 kb upstream of the bait position (Fig 4B), suggesting that these regions contacted the promoter of *Nampt* at a similar frequency during day and night. 

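Near the Nampt site stated at 50 kb upstream, the highest signal within 10 kb, averaged over both genotypes, stood between genes at -54.9 kb (chromosome 12, 33451628 to 33452244). In WT this position was above 99.7% of the positions of the window. Its signal was 0.796 at ZT08 and 0.848 at ZT20, a difference of 0.0524 with a 95% interval of -0.0239 to 0.129 (p = 0.179 in the authors' deposited table). At positions of like distance from the bait the median signal was 0.455. The other site, at -128.3 kb (chromosome 12, 33378258 to 33378735), had 0.674 at ZT08 and 0.715 at ZT20 against a median of 0.198 at like distances. Its difference was 0.0414 with an interval of -0.0698 to 0.153 (p = 0.466 in the authors' deposited table).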

Time-resolved ChIP-seq experiments showed rhythmic loading of PolII along the *Nampt* gene body peaking at ZT10, consistently with the rhythmic accumulation of *Nampt* pre-mRNAs (Fig 4A, 4C and 4D). The two upstream interacting regions were marked by rhythmic PolII loading (although the ChIP-seq signal is weak) and H3K27ac and DHS signals peaking at ZT10 (Fig 4C and 4D). We also noted secondary 4C-seq peaks 200 kb upstream and 60 kb downstream of the *Nampt* bait at sites marked by DHS and weak H3K27ac. These data showed DNA loops connecting the promoter of *Nampt* with rhythmically active enhancers, at contact frequencies that were similar at ZT08 and ZT20. 

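Of the secondary Nampt contacts, the upstream site had its highest signal within 10 kb at -190.3 kb (chromosome 12, 33315624 to 33317422), with 0.356 at ZT08 and 0.425 at ZT20. The difference was 0.0689 with a 95% interval of -0.0229 to 0.161 (p = 0.142 in the authors' deposited table). This site is at the edge of the 10 kb and no local peak, as the mean WT signal rises on to 0.511 at -184.7 kb. Downstream the highest signal was at 66.9 kb (chromosome 12, 33573063 to 33574297), 34.8 kb beyond the 3' end of Nampt. It was 0.465 at ZT08 and 0.356 at ZT20, a difference of -0.109 with an interval of -0.206 to -0.0119 (p = 0.0284 in the authors' deposited table and 0.9998 after adjustment).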

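Averaged over 50 to 200 kb from the Nampt bait, which holds the main loops, the signal was 0.297 in the group named ZT08 and 0.315 in that named ZT20. The mean z score of ZT20 against ZT08 over the window was 0.117, and 98.9% of the scores of the authors' deposited table lay within the central 95% range of a standard normal. Their SD was 0.695 over positions, under the 1 of a standard normal, so that the implied errors are wide for these differences and few large scores do not by themselves show stable contacts. The paper concludes that loops join the Nampt promoter to enhancers whose activity is rhythmic while contact frequencies at ZT08 and ZT20 stay similar.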

The times corresponded, respectively, to the peak and trough in transcription of *Nampt* in WT mouse liver.

**Fig 4:**
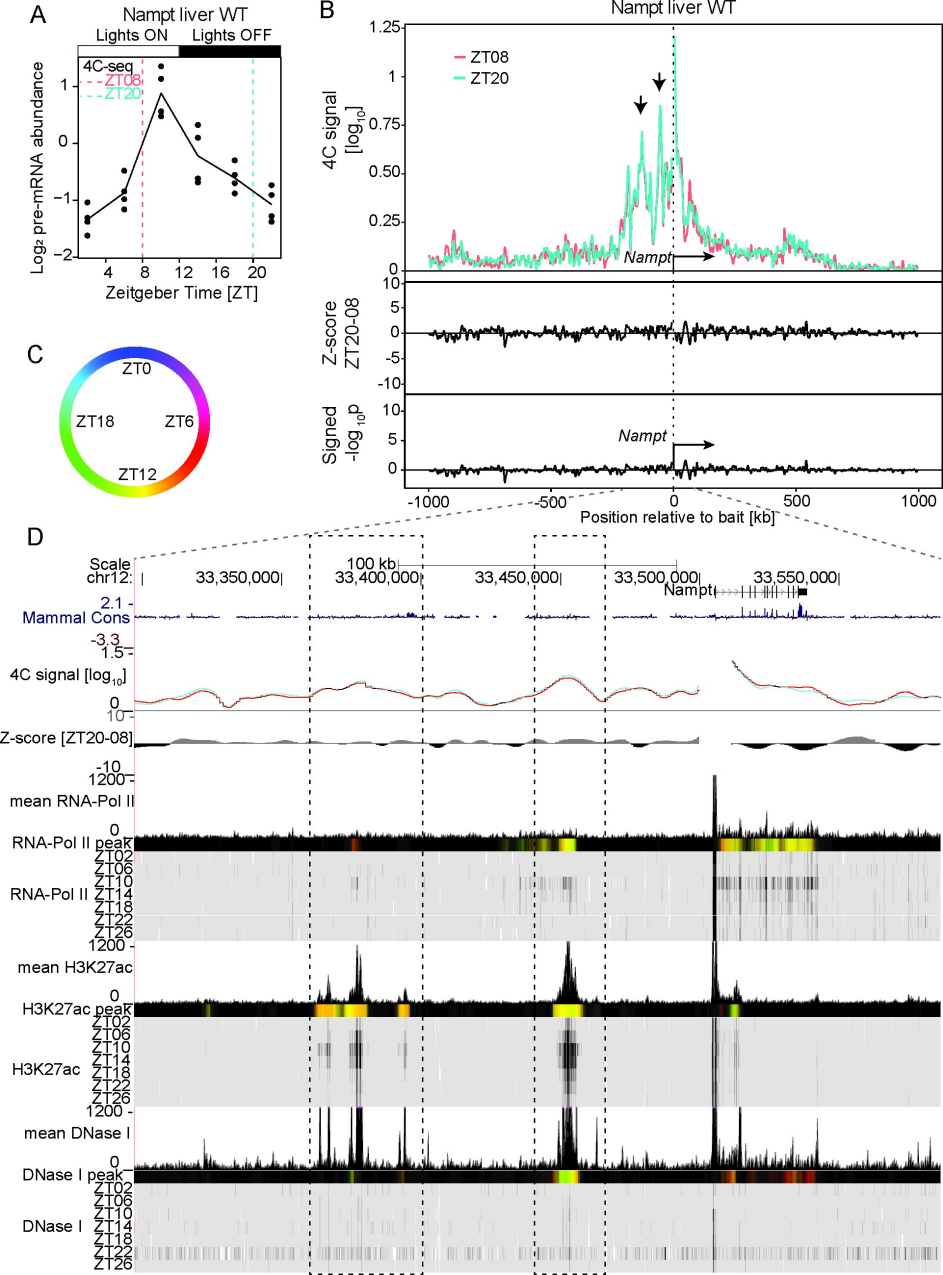
The *Nampt* promoter connects enhancer-like distal elements having rhythmic chromatin modifications. (A) *Nampt* pre-mRNA accumulation over time in WT mouse liver from [47]. (B) 4C-seq signal at ZT08 (red, n=2) and ZT20 (green, n=4) in WT mouse liver in a 2Mb genomic window surrounding the *Nampt* bait (upper panel) and the corresponding Z-scores (middle track) and p-values (lower track). The most prominent 4C-seq peaks are located ~50 kb and ~125 kb upstream of the bait position (arrows). (C and D) Genome browser view with the *Nampt* 4C-seq signal at ZT08 (red) and ZT20 (blue) and time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver [8] (D). Genomic regions located 50 kb and 125 kb upstream of the *Nampt* TSS are marked with DHSs and oscillating signals in H3K27ac peaking around ZT12, in sync with the transcription of *Nampt*. Colored tracks represent peak time in 4C-seq signal and chromatin mark (color code in C, Material and Methods). Dashed rectangle: region of highest interaction frequency. See S9A Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.

Consistently with the observations at the *Nampt* locus, we identified additional cases of rhythmically active enhancer-promoter pairs forming DNA loops that were stable during active and inactive transcription at the two clock output genes *Pfkfb3* (S3 Fig) and *Mfsd2a* (S4 Fig). 

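At Pfkfb3, which encodes an enzyme that controls glycolysis, the 3 strongest local peaks from 10 to 200 kb from the bait, over both genotypes, were 166.4 kb downstream, 22.8 kb downstream over an exon of Pfkfb3, and at -42.1 kb. Their signals at ZT08 and ZT20 were 1.14 and 1.18, 0.999 and 1.05, and 0.995 and 1.07. The p-values of these 3 in the authors' deposited table were 0.112, 0.0793 and 0.0204. Of the 3001 positions of the window, the authors' deposited table gives 14 p under 0.01, 13 of them higher at ZT20. After Benjamini-Hochberg adjustment 0 of those p-values of the authors' deposited table were under 0.05, with 78 at an unadjusted p under 0.05. For Mfsd2a, the gene of a transporter of lysophosphatidylcholine, the contact 14.7 kb upstream of the bait (-14.7 kb; chromosome 4, 122651569 to 122653939) had 1.13 at ZT08 and 1.11 at ZT20, a difference of -0.0153 with a 95% interval of -0.0760 to 0.0455 (p = 0.623 in the authors' deposited table). The highest signal within 10 kb of this site was closer to the bait, at -5.82 kb, with 1.20 at both times. Of 2998 Mfsd2a positions, 449 have a difference and a z score of exactly 0 and no usable error, and 7 had p under 0.01 in the authors' deposited table, all higher at ZT20 and around 22.4 kb downstream, and after adjustment 0 were under 0.05, with 19 at an unadjusted p under 0.05. In the paper's S1 Table the share of cis counts in the window was 58.1% ± 2.25 (SD, n = 4) at ZT20 and 52.2% ± 2.30 (SD, n = 4) at ZT08 for Pfkfb3, and p = 0.0286 in a two-sided exact permutation test is the smallest that 4 against 4 allow (adjusted p = 0.143). The paper places both genes beside Nampt as cases of rhythmic enhancers held in stable loops.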

As shown in other model systems [34,35], this suggested that the clock-controlled transcriptional machinery can act over a frozen promoter-enhancer contact network that is insensitive to transcriptional activity.

### The *Nampt* promoter-enhancer loops are maintained in *Bmal1* knock-out animals

Next, we asked if the stable chromatin topology surrounding the rhythmically transcribed *Nampt* gene promoter was maintained in clock-impaired animals. Therefore, we profiled chromatin conformation at the *Nampt* locus in livers of *Bmal1* KO animals at ZT08 and ZT20. At the transcriptional level, *Nampt* shows lower and constant levels in livers of those arrhythmic animals compared to WT (S5A Fig). Overall, the distributions of 4C-seq signals were comparable between time points and genotypes (S1 Table). 

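In Bmal1 KO liver the Nampt libraries of the paper's S1 Table had a lower mean share of cis counts than in WT. At ZT08 cis counts were 36.9% ± 14.9 of all counts (SD, n = 3) in Bmal1 KO and 53.6% ± 5.41 (SD, n = 4) in WT (p = 0.0857 in a two-sided exact permutation test). At ZT20 they were 36.2% ± 15.7 (SD, n = 3) and 62.0% ± 4.17 (SD, n = 4), with p = 0.0286 in the same exact test, the smallest that 3 against 4 allow (0.143 adjusted over 15 tests). Much of this rests on the lowest Bmal1 KO library of each time (20.7% and 18.9%), since without it the difference goes from -16.7 to -8.58 percentage points at ZT08 and from -25.8 to -17.1 at ZT20. The share of cis counts in the window was 49.7% ± 3.62 (SD, n = 3) in Bmal1 KO and 50.5% ± 1.44 (SD, n = 4) in WT at ZT08, and 51.0% ± 6.33 (SD, n = 3) and 56.5% ± 3.06 (SD, n = 4) at ZT20 (p = 0.800 and 0.200 in the exact test). Across 2897 positions, the signals averaged over both times had a mean of 0.118 in Bmal1 KO and 0.124 in WT. For genotypes the authors' estimates of both times were averaged, and their difference, Bmal1 KO minus WT, was tested by a two-sided normal (Wald) test with the error that the authors' z scores imply, which again takes fragments as observations. Bmal1 KO libraries held 1392323 to 4535535 counts.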

Remarkably, the *Nampt* promoter-enhancer loops were maintained at similar levels in clock-impaired mice compared to WT and constantly from ZT08 to ZT20 (S5B, S5D and S6A Figs). Furthermore, PolII loading and H3K27ac chromatin marks were overall arrhythmic and lower at connected promoter-enhancer regions in *Bmal1* KO compare to WT, consistent with pre-mRNA profiles (S5 Fig). These data suggested that despite altered transcriptional output, the static promoter-enhancer loops detected in wild-type were unaltered in *Bmal1* KO at the *Nampt* locus.

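In Bmal1 KO liver the 3 upstream Nampt sites stood above the median signal at like distances, with 0.731 against 0.391 at -54.9 kb, 0.671 against 0.208 at -128.3 kb and 0.382 against 0.173 at -190.3 kb. The downstream loop at 66.9 kb had 0.347 against 0.307, as WT had 0.410 against 0.353. At -54.9 kb the signal was lower than the 0.822 of WT, a difference of -0.0912 with a 95% interval of -0.144 to -0.0387 (0.112 after adjustment). Next to it, at -51.3 kb (chromosome 12, 33455260 to 33455822), the signal was 0.643 in Bmal1 KO and 0.768 in WT, the smallest p of the window (0.00109 after adjustment). At -128.3 kb the difference was -0.0232 with an interval of -0.0998 to 0.0534, and at -190.3 kb it was -0.00864 with an interval of -0.0721 to 0.0548. Downstream, at 66.9 kb, it was -0.0636 with an interval of -0.131 to 0.00333. Of the 2897 positions, 48 had p under 0.01, where chance alone gives 29.0, all 48 lower in Bmal1 KO, and 11 had an adjusted p under 0.05. Over the 10% of positions strongest in WT the mean was 0.503 in WT and 0.468 in Bmal1 KO. A loss at this loop was not told apart from a lower signal over strong contacts in general. Between the times, the loop at -54.9 kb in Bmal1 KO had 0.669 at ZT08 and 0.793 at ZT20 (p = 7.24e-04 in the authors' deposited table, 0.419 after adjustment), while the p-values of the other 3 sites in the authors' deposited table were 0.347 to 0.884.

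**Figure D3:**
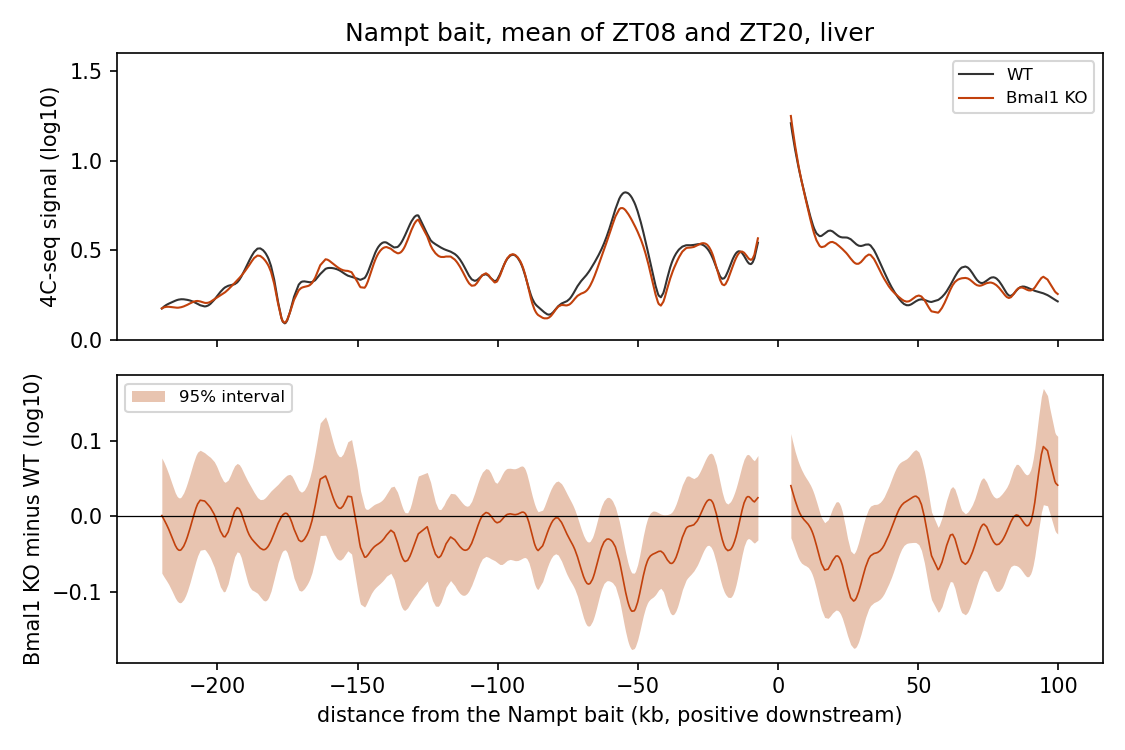
Upper panel, 4C-seq signal (log10, mean of ZT08 and ZT20) against the distance from the Nampt bait in kb in WT and Bmal1 KO liver. Lower panel, Bmal1 KO minus WT (log10) with its 95% interval as a band.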

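Over the whole Nampt window in Bmal1 KO liver, between the groups named ZT08 and ZT20, 27 positions of the authors' deposited table had p under 0.01, all higher at ZT20 and within 100 kb of the bait, at a smallest p of 2.14e-04 at -56.6 kb. After Benjamini-Hochberg adjustment 0 of the p-values of the authors' deposited table were under 0.05, with 63 at an unadjusted p under 0.05. Whether the time difference itself differed between genotypes was not tested. The paper proposes that static loops at Nampt persist without BMAL1 although transcription is altered.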

### A chromatin hub connects temporally co-transcribed genes

The above examples suggested that changes in transcription activity states could occur over a largely static conformation of chromatin. As shown in other systems [36,37], in such a model, gene-gene interactions might allow transcriptional co-regulation. A remarkable example arguing in favor of this model was observed at the locus of the liver-specific and rhythmically expressed gene *Por* [5]. *Por* encodes the cytochrome P450 oxidoreductase enzyme involved in the NADPH-dependent electron transport pathway; its rhythmic expression along the diurnal cycle contributes to detoxification in the mouse liver [27,38]. 

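Por, the gene of cytochrome P450 oxidoreductase, sits in a dense cluster of contacts in WT liver. From 50 kb upstream to 100 kb downstream of the bait (chromosome 5, 136114081 to 136263707), the mean signal was 0.777 in the group named ZT08 and 0.799 in that named ZT20. Outside, from 200 to 500 kb from the bait, the mean over both times was 0.120, and from 500 to 1000 kb it was 0.0728. The bait lies 18.3 kb inside the annotated Por gene, and Por libraries of WT liver held 3687557 to 5533160 counts in the paper's S1 Table.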

In WT livers, ZT08 and ZT20 4C-seq experiments using the *Por* promoter as a bait revealed chromatin contacts with a region spanning from ~50 kb upstream to ~ 100 kb downstream of the bait position, showing multiple local peaks (Fig 5B). 

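Over the 3131 Por positions in WT liver, the mean z score of the groups named ZT20 and ZT08 was 0.123 with an SD of 0.827, and 98.1% of the scores of the authors' deposited table lay within the 95% bounds of a standard normal. Of the positions, 8 had p under 0.01 in the authors' deposited table, 4 higher and 4 lower at ZT20, where chance alone gives 31.3. After adjustment 0 of the p-values of the authors' deposited table were under 0.05, with 60 at an unadjusted p under 0.05. The smallest were 0.00331 at -104.4 kb and 0.00353 at 35.4 kb in an intron of Por in the authors' deposited table.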

The interaction frequency was similar between time points, as shown by the zero centered Z-scores in the *cis* region (Fig 5B). The 50 kb region upstream corresponded to *Rhbdd2* gene, while the downstream interacting region coincided with the *Tmem120a*, *Mir7034l*, *Styxl1* and *Mdh2* genes (Fig 5D). 

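Among the genes around Por, the promoter contacted Rhbdd2 (chromosome 5, 136108488 to 136122318) most, with a mean signal of 0.904 at ZT08 and 0.853 at ZT20 over 19 positions. Tmem120a (136211355 to 136220141) had 0.706 and 0.742 over 10 positions, and Styxl1 (136223090 to 136254255) 0.547 and 0.602 over 46 positions. Mdh2, the gene of mitochondrial malate dehydrogenase (136254350 to 136266268), had 0.469 and 0.484 over 25 positions. In the authors' deposited table 0 positions of these 4 genes had p under 0.01.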

PolII loading peaked at ZT10 across the entire interacting locus, coinciding with a phase-coherent accumulation of the pre-mRNAs around ZT10 (Fig 5A and 5D), indicating that the ZT08 and ZT20 time points measured chromatin contacts during the active and inactive transcription phases, respectively. H3K27ac signals marked all prominent interacting sites, showing rhythms at the *Por* and *Rhbdd2* genes, peaking around ZT10. These data suggest that genes with synchronous transcription cycles contacted each other in WT liver, and at a constant frequency during the peak and trough of their transcription.

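Small shifts between the times went both ways across the Por neighbours. The mean difference, ZT20 minus ZT08, was -0.0518 at Rhbdd2, where all 19 positions were lower, and 0.0546 at Styxl1, where all 46 were higher. Median errors implied by the authors' z scores were 0.0332 and 0.0342. The smallest p-values of these positions in the authors' deposited table were 0.0283 for Rhbdd2 and 0.0221 for Styxl1. From these contacts, the paper proposes that genes with synchronous transcription touch each other at a constant frequency at the peak and the trough of their transcription.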

**Fig 5:**
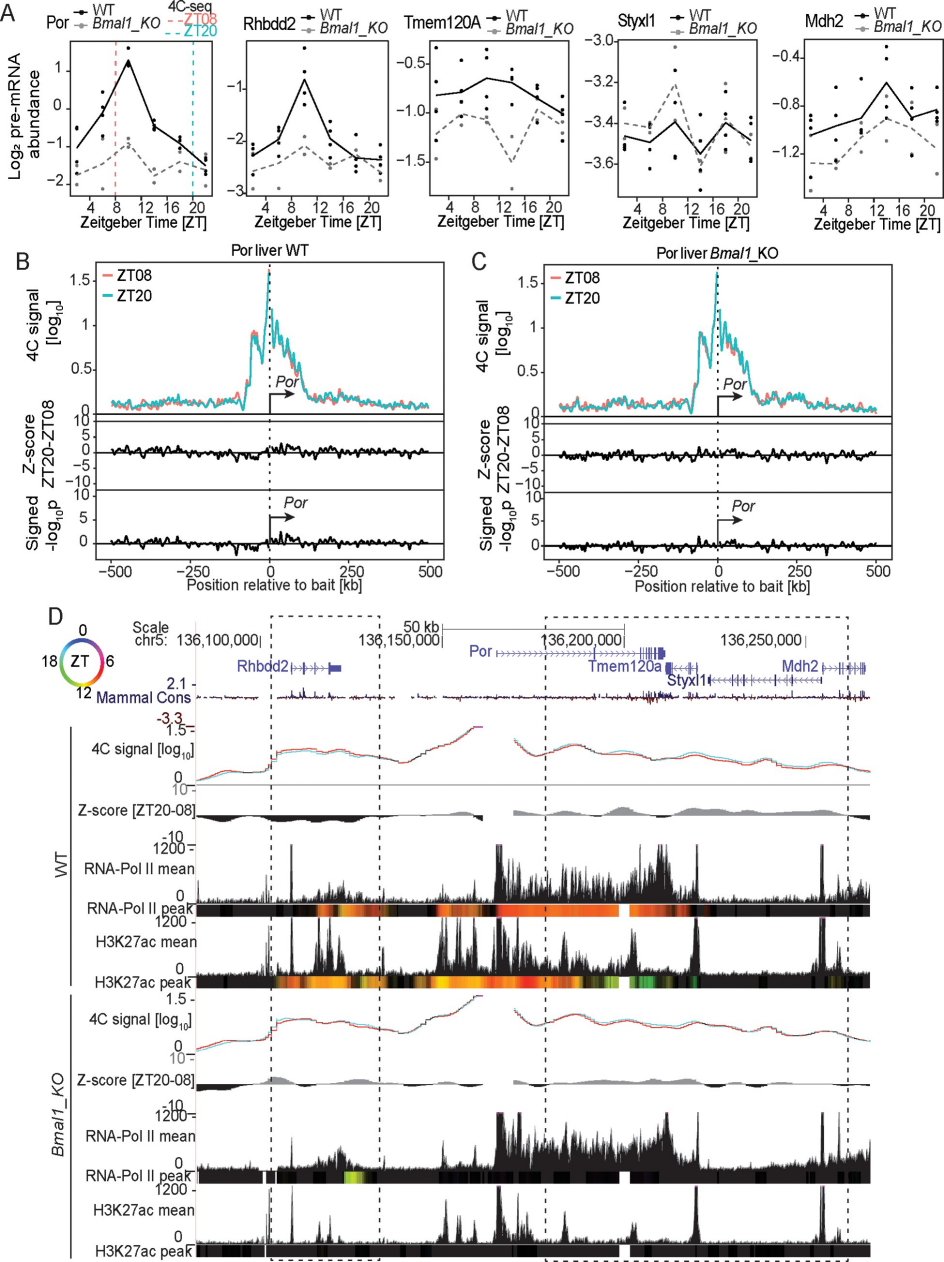
The *Por* gene stably connects surrounding genes having synchronized transcriptional dynamics in WT and *Bmal1* KO livers. (A) *Por*, *Rhbdd2*, *Tmem120a*, *Styxl1* and *Mdh2* pre-mRNAs accumulation over time in WT (solid line) and *Bmal1* KO (dashed line) livers [47]. (B and C) 4C-seq signal from *Por* TSS bait at ZT08 (red) and ZT20 (green) in a genomic window of 1Mb surrounding the bait in livers of WT (B, n=3 at ZT08 and n=4 at ZT20) and *Bmal1* KO (C, n=3) animals and the corresponding Z-scores and p-values. The most prominent interacting regions are located in the vicinity of *Por*. (D) Genome browser view of the *Por* 4C-seq signal at ZT08 (red line) and ZT20 (blue line) and the corresponding Z-scores in livers of WT and *Bmal1* KO animals. Mean and peak time of PolII and H3K27ac ChIP-seq signals are shown for both the WT and *Bmal1* KO conditions [8]. Colored tracks represent peak time in chromatin mark (color code in the top left circle, Material and Methods). Dashed rectangle: region of highest interaction frequency. PolII loading and H3K27ac oscillate in WT livers at interacting regions, notably at *Por*, *Rhbdd2*, and *Tmem120a* genes and peak around ZT10, consistently with the rhythmic transcription of these genes. The dynamics of chromatin marks is lost over the entire locus in arrhythmic *Bmal1* KO livers, while 4C-seq signals are similar to WT condition. See S9B Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.

To further investigate the model of interaction between phase-coherent genes, we performed 4C-seq at the *Por* locus in livers of *Bmal1* KO mice. In these animals, the *Por* interacting sites were also connected at similar frequencies at ZT08 and ZT20, and at a comparable level to the WT conditions (Figs 5C and S6B), suggesting that the chromatin architecture at this locus remained stable and did not depend on a functional clock. Furthermore, *Por*, *Rhbdd2*, *Tmem120a*, *Styxl1* and *Mdh2* transcripts coherently accumulated at overall dampened, time delayed, and lower levels in *Bmal1* KO compared to WT mice (Fig 5A). 

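The Por neighbours kept their contacts in Bmal1 KO liver. The mean signal over both times in Bmal1 KO was 0.863 at Rhbdd2, 0.723 at Tmem120a, 0.606 at Styxl1 and 0.485 at Mdh2, and the differences from WT were -0.0157, -0.00146, 0.0311 and 0.00914. In the Wald test 0 of the positions taken for these 4 genes had p under 0.01. Over the cluster from 50 kb upstream to 100 kb downstream the mean was 0.779 in Bmal1 KO and 0.788 in WT. Over all 3131 positions of the window, 27 had p under 0.01 in the Wald test, where chance alone gives 31.3. All 27 lay within this cluster, a small part of the window, so they were concentrated there. The chance figure for the window therefore does not apply to the cluster. Of the 27, 26 were lower in Bmal1 KO and 1 was higher. An adjusted p under 0.05 was reached at 19, all 19 lower in Bmal1 KO. The smallest p (0.00439 after adjustment) was in an intron of Por at -6.49 kb, where the signal was 1.35 in Bmal1 KO and 1.42 in WT. Between the groups named ZT08 and ZT20 in Bmal1 KO, the authors' deposited table has 1 position with p under 0.01, in Dtx2 343.2 kb downstream, and 0 after adjustment, with 26 at an unadjusted p under 0.05.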

Consistently, PolII loading and H3K27ac chromatin marks no longer oscillated across the entire interacting locus in livers of *Bmal1* KO compared to WT, and the levels of histone acetylation were also reduced in clock-deficient animals (Fig 5D). These data demonstrated that the *Por* interacting chromatin hub connected genes sharing similar temporal dynamics of transcription across the circadian cycle, and that the chromatin hub structure was insensitive to transcriptional changes and clock-independent.

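Of the 3131 positions, 95% differed by less than 0.0424 in Por signal between Bmal1 KO and WT. As for Nampt, the mean share of cis counts in the paper's S1 Table was lower. It was 43.0% ± 5.02 (SD, n = 3) in Bmal1 KO and 52.6% ± 4.49 (SD, n = 4) in WT at ZT08, with p = 0.0857 in a two-sided exact permutation test, and 39.6% ± 9.68 (SD, n = 3) and 57.2% ± 4.06 (SD, n = 4) at ZT20, with p = 0.0286 in the same exact test, the smallest possible (0.143 adjusted). The share of cis counts in the window was 57.4% ± 1.89 (SD, n = 3) in Bmal1 KO and 56.7% ± 1.51 (SD, n = 4) in WT at ZT08, and 57.8% ± 3.85 (SD, n = 3) and 60.2% ± 2.28 (SD, n = 4) at ZT20 (p = 0.571 and 0.400 in the exact test). The paper concludes that the contacts around Por link genes of similar temporal dynamics and neither follow transcription nor need the clock.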

### Chromatin loops connect distal DNA regulatory elements bound by core-clock TFs and CTCF with target gene promoters

To investigate the transcriptional regulatory function of DNA loops, we analyzed ChIP-seq data of core-clock transcription factors, in particular BMAL1, REVERB-alpha and ROR-gamma. Indeed, it was suggested that, in mouse liver, BMAL1 could connect distal regulatory elements [23,24], while REVERB-alpha, through the recruitment of co-factors, disrupts chromatin loops [22]. Furthermore, we also considered CTCF ChIP-seq data in mouse liver [39], since its role in chromatin looping is well characterized [40]. The region rhythmically recruited to the promoter of *Bmal1* (spanning from ~40 kb to ~75 kb downstream of the TSS, Fig 1B and 1D) coincided with multiple localized peaks in DNase1 hypersensitivity that were synchronous with H3K27ac rhythms, and bound by REVERB-alpha, ROR-gamma and CTCF (S7A Fig). At the *Per2* locus, we similarly observed binding of REVERB-alpha, ROR-gamma and BMAL1 and CTCF signal in the region spanning from ~35 kb to ~70 kb downstream of the TSS and containing synchronous rhythms in DNase1 hypersensitivity and H3K27ac (S7B Fig). At the *Per1* locus, BMAL1, REVERB-alpha, ROR-gamma and CTCF bound the regions rhythmically contacting the promoter (S8A Fig). These data suggested that the binding of core-clock transcription factors and CTCF at regions rhythmically recruited to the promoter of core-clock genes participate in the temporal dynamics of DNA contacts and transcription regulation. Furthermore, the rhythmic promoter-enhancer loops at the clock output gene *Mreg* were also bound by core-clock TF and CTCF (S8B Fig). At stable loops, we also observed the binding core-clock TFs and CTCF at connected sites (S9 and S10 Figs). For example, regions contacting the *Nampt* promoter were bound by REVERB-alpha and ROR-gamma (S9A Fig). At the *Por* and *Pfkfb3* loci, for which large surrounding regions connected the respective promoters, the multiple localized 4C-seq peaks coincided with ChIP-seq sites for core-clock TFs and CTCF (S9B and S10A Figs). Together, these data support a model in which binding of specific core-clock TFs as well as chromatin architecture factors at distal region connecting clock output target gene promoters participate in 24h rhythmic transcription regulation.

## Discussion

Here, we monitored chromatin contact dynamics across the 24h day at multiple core-clock and clock output gene promoters in livers of WT and arrhythmic *Bmal1* KO mice. By integrating temporal chromatin marks and transcriptomic data, we aimed at characterizing the function of chromatin topology for temporal gene expression programs and physiology. Consistently with genome-wide studies [22,24,41], we observed that both oscillating and stable genomic interactions accompanying 24h rhythms in gene expression, and found that core-clock genes show more dynamic chromatin contacts across the circadian cycle.

In a first scenario, the promoters of rhythmically transcribed genes including the core-clock genes *Bmal1*, *Period1*, *Period2* (Figs 1, 2 and S2) and clock output genes such as *Mreg* (Fig 3) recruit surrounding elements in *cis* at a specific time of the day. Such elements showed rhythms in chromatin modifications typical of regulatory enhancers, as well as binding of core-clock transcription factors and the chromatin architectural protein CTCF. Importantly, in most cases oscillations in both enhancer chromatin signatures and promoter-enhancer contact frequencies peaked in sync with the transcription of the target genes. These findings agree with other works reporting daily rhythms in promoter-enhancer looping coupled with rhythmic transcription activation [5,22–24]. Note that some chromatin interaction peaks appeared slightly delayed compared to the transcription of the target genes as for example at the site ~17 kb downstream of the *Per1* TSS (S2 Fig). While this could reflect a limitation of our experiments (4h sampling, variability in 4C-seq signals), a delay between transcription activity and chromatin looping could also reflect the nature of the genomic interaction (connecting enhancers or repressors with target gene promoters), as determined by the interplay between factors stabilizing and destabilizing DNA loops, like the transcriptional repressor REVERB-alpha and its co-factors [22]. Furthermore, we recently reported that rhythms in chromatin contact frequency depended on a functional clock [23], a mechanism that likely involves the recruitment of the mediator complex by clock TFs to connect distal sites [5,22,23]. Thus, in case of rhythmic interactions, the dynamics of DNA loops could be dominated by core-clock TFs function, allowing high-amplitude transcription [22,23]. Future work using arrhythmic animals would help at understanding, on a comprehensive scale, the role of the clock at modulating the 3-dimensional organization of the DNA along the 24h day. Intriguingly, time-resolved 4C-seq assays also revealed that *Per2* contacted the immediately downstream TF *Hes6* at ZT16, and PolII activity within *Hes6* and *Per2* was also synchronized at ZT16 and consistent with pre-mRNA accumulation (Figs 2 and S11). It may be possible that this interaction participates to the loss of *Hes6* expression rhythms in *Per1*, *Per2* double KOs [42].

In a second scenario, the promoter of rhythmically transcribed genes makes chromatin contacts with surrounding regulatory elements bound by core-clock TFs and CTCF (e.g. *Nampt*, *Pfkfb3*, *Mfsd2a*) or other genes (the *Por* interacting hub) in *cis*. Although the contacting regions displayed rhythmic chromatin modifications (in the case of regulatory elements) and rhythmic transcription (in the case of gene-gene contacts), their relative contact frequencies in the liver did not change across time, at least not between the two probed maximum and minimum transcription time-points (Figs 4, 5, S3 and S4). These data are reminiscent of other model systems in which transcription responses during development or gene induction occurs over a pre-established chromatin network [34,35]. While we measured 4C-seq contacts for the core-clock genes around the clock, for the other genes, we captured chromatin conformation at two time points coinciding with the two transcriptional waves in the liver. Though it is possible that differential genomic interaction could occur at other times of the day, the peak in transcription activity of the genes analyzed in this study, as reflected by PolII signals within gene bodies and pre-mRNA levels, reached maximum at ZT10 (or antiphasically at ZT22 for *Mreg*) and were comparatively very low at ZT18-ZT22 (Figs 4, 5, S3 and S4). Thus, the ZT08 and ZT20 4C-seq experiments most likely faithfully captured genomic contacts of the gene promoters during the highest and lowest transcription activity, respectively. Furthermore, here the chromatin contacts persisted in clock-deficient animals, coinciding with a loss of rhythm in chromatin modifications at connected regions and in transcript synthesis (Figs 5, S5 and S6). These data suggest a model in which gene promoter recruits distal regions, for example regulatory enhancers and/or co-regulated genes [36,37], forming a chromatin hub structure, over which the clock machinery regulates rhythmic mRNAs synthesis [34,35,43]. To investigate possible regulatory mechanisms, we analyzed binding of TFs at stable loop anchors and observed that, as for rhythmic interactions, core-clock TFs and CTCF bind most regions recruited stably to target gene promoters (S7–S10 Figs). Thus, the binding profiles of core-clock TFs analyzed in this study and of CTCF could not clearly differentiate dynamic from stable DNA loops. Therefore, it is likely that other factors such as clock-driven TFs contribute to the observed diversity of genomic interaction dynamics [5]. Furthermore, our data suggest that the temporal recruitment of core-clock TFs (activators and repressors) at stable DNA loop anchors is not sufficient to change the stability of pre-formed chromatin contacts.

Finally, important finding from our previous work was that deleting an intronic enhancer rhythmically recruited to the *Cry1* gene promoter shortened the period of locomotor activity rhythm in animals [23]. This effect propagated across regulatory layers, from the modulation of transcriptional bursting parameters to locomotor behavior. Here, we uncovered dozens of distal genomic regions recruited to rhythmically expressed gene promoters. While most showed chromatin signature of DNA regulatory elements, their functional contribution to transcription remains unclear. It would be interesting to evaluate if the different types of chromatin loops, for example stable versus dynamic, differentially affect transcriptional bursting parameters [44,45]. In addition, genetic manipulation might help appreciating more comprehensively the contribution of non-coding regulatory DNA to circadian biology, from transcription regulation to behavior.

## Material and methods

### Ethics statement

All experiments were approved by the Ethical Committee of the State of Vaud Veterinary Office (authorization VD3109).

### Animal housing

C57/BL6J (WT) and *Bmal1* KO animals were maintained at the EPFL animal house facility in 12hour/12hour light-dark cycle with 4 animals per cage.

### 4C-sequencing

4C-seq was performed in livers of 8 to 12 weeks old male with 4 biological replicates when comparing ZT08 versus ZT20 in WT animals and 3 biological replicates in *Bmal1* KO. 3 biological replicates were used in the 4h time-resolved 4C-seq experiments. Sample preparation and analyses were performed as in [23]. In brief, livers were isolated and perfused with PBS before homogenization in 4 mL of 1×PBS including 1.5% formaldehyde for 10 minutes at room temperature. 25 mL of the following ice-cold buffer (2.2 M sucrose, 150 mM glycine, 10 mM HEPES at pH 7.6, 15 mM KCl, 2 mM EDTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT, 0.5 mM PMSF) was added to the homogenates and kept for 5 min on ice. Homogenates were loaded on top of 10 mL of cushion buffer (2.05 M sucrose, 10% glycerol, 125 mM glycine, 10 mM HEPES at pH 7.6,15 mM KCl, 2 mM EDTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5 mM DTT, 0.5 mM PMSF) and centrifuged at 10^5^ g for 45 minutes at 4°C. Nuclei were washed twice in 1× PBS and resuspended in 1 mL of 10 mM Tris-HCL (pH 8.0), 10 mM NaCl, 0.2% NP-40, and protease inhibitor cocktail (Complete Mini EDTA-free protease inhibitor cocktail; Sigma-Aldrich); kept for 15 minutes on ice; and washed twice with DpnII buffer (New England Biolabs). Thirty million nuclei were incubated for 10 minutes at 65°C in DpnII buffer and triton X-100 was added to 1% final concentration. Chromatin was digested overnight with 400 U of DpnII (New England Biolabs) at 37°C with shaking. Digested chromatin was then diluted in 8-mL of ligation buffer containing 3000 U of T4 DNA ligase for 4 h at 16°C plus 1 h at room temperature. 50 μL of 10 mg/mL proteinase K was added and samples were incubated overnight at 65°C. DNA was precipitated and resuspended in TE buffer (pH 8.0) containing RNase A, and incubated for 30 min at 37°C. Libraries were digested with NlaIII using 1U/μg of DNA template (New England Biolabs) overnight at 37°C. Digested products were ligated with 2000 U of T4 DNA ligase (New England Biolabs) for 4 h at 16°C in a 14-mL final volume. Circularized products were precipitated and resuspended in TE buffer (pH 8.0). Inverse PCRs were performed on 600 ng of circular DNA template per sample as described in (23). Inverse PCR primers are mentioned in the S2 Table.

### 4C-sequencing analysis

4C-seq data were analyzed as in [23]. Briefly, demultiplexed read counts were mapped to the mouse genome (mm9) using HTSstation [46]. Samples were excluded from the analysis if more than 75% of restriction fragments did not have any count on a 2Mb region surrounding bait fragment (S1 Table). The first five NlaIII fragments upstream and downstream of the bait were excluded in the analysis since they were suspected to be partially digested or self-ligated products. The 4C-seq signal was calculated using a locally weighted multilinear regression model [23]. Fragment counts for each sample were normalized by the total fragments on the *cis*-chromosome (excluding the five fragments upstream and downstream of the bait). To stabilize variance, the fragment counts *c* in each sample were log-transformed:

$$Y=\log_{10}\left(\frac{c}{p}+1\right)$$

with p=500. For each position, the 4C-seq signals (*Y*) were modeled with fragment effects *a*_*i*_ and condition effects *b*_*j*_ (which can be time, tissue, or genotype). We estimated these effects by minimizing the weighted sum *S* of squared residuals across replicates *r*:

$S=\arg\;\underset{a,b}{\min}\;\sum_{i,j,r}W_{i,j}{\left(Y_{i,j,r}-a_{i}-b_{j}\right)}^{2},$ with weights *W*_*i*,*j*_ are defined as *W*_*i*,*j*_ = *w*_*g*,*i*_×*w*_*s*,*j*_, where *w*_*g*,*i*_ is the Gaussian smoothing kernel (sigma=2500bp) at position *i*, and *w*_*s*,*j*_ a condition weight based on the number of samples with non-zero counts on fragment *i*. To compare between two conditions, we calculated p-values and condition effects at each genomic fragment using t-statistics. To detect rhythmic signal, we calculated the 24-hour Fourier coefficients of the condition effect (real and imaginary parts) from the six equally-spaced time points and used the chi-square test to test deviations from the null model that the real and imaginary parts have both a mean of zero.

### RNA-seq

Processed RNA-seq data were downloaded from [47] (GSE73554) and rhythms were analyzed as in [5].

### H3K27ac and PolII ChIP-seq and DNase1-seq

Data were downloaded from [8] (GSE60430) and analyzed as in [23]. We binned the ChIP-seq and DNase1-seq signal (log2 counts per million) into 500 bp windows. We smoothed the signal by taking a running average across 7 bins (3 bins upstream and 3 bins downstream of the current bin). For each bin, we calculated the amplitude and phase by fitting a harmonic regression model with a 24-hour period across the 7 bins. The rhythmic signal (amplitude and phase) was mapped to a color using hue (time of maximum signal), saturation (set to 1), and value (increased with increasing statistical significance) color scheme.

To obtain smooth color transitions, the value *v* was calculated using a Hill function with Hill coefficient *n* = 5 and $v=\min_{i\in (a,p)}\left(\frac{{-\log\left(x_{i}\right)}^{5}}{{k_{i}}^{5}{-\log\left(x_{i}\right)}^{5}}\right)$, with *k*_*a*_ = 0.5, *k*_*p*_ = 4.5 and *x*_*a*_, *x*_*p*_ being amplitude and –log_10_(p) of the harmonic regression fit.

### REVERB-alpha, ROR-gamma and CTCF ChIP-seq

BMAL1 ChIP-seq data were downloaded from [6] (GS26602). REVERB-alpha and ROR-gamma ChIP-seq data were downloaded from [48] (GSE67973). CTCF ChIP-seq data were downloaded from [39].

## Supporting information

S1 Fig (A) 2Mb genomic window view of 4C-seq signal over time from the *Bmal1* TSS bait in WT mouse liver (top panel) and log_2_ fold change (middle panel) and **−**log_10_(p) (lower panel, Material and Methods) for rhythmicity analyses [23]. Fragments with p<0.01 are colored according to peak time in contact frequency (color-coding as top left circle in Fig 1D). n=1 in ZT04/ZT12/ZT20, n=2 in ZT00/ZT08/ZT16. (B) 2Mb genomic window view of 4C-seq signal over time from the *Per2* TSS bait in WT mouse liver (top panel) and log_2_ fold change (middle panel) and **−**log_10_(p) (lower panel, Material and Methods) for rhythmicity analyses [23]. Fragments with p<0.01 are colored according to peak time in contact frequency (color-coding as top left circle in Fig 2D). n=2. (C) 2Mb genomic window view of 4C-seq signal over time from the *Per1* TSS bait in WT mouse liver (top panel) and log_2_ fold change (middle panel) and **−**log_10_(p) (lower panel, Material and Methods) for rhythmicity analyses [23]. Fragments with p<0.01 are colored according to peak time in contact frequency (color-coding as top left circle S2D Fig). n=2.
(TIF)

S2 Fig Time-resolved 4C-seq using the *Period1* TSS as bait revealed 24h rhythmic chromatin interactions in WT mouse liver. (A) *Period1* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal over time for the *Period1* TSS bait in WT mouse liver (top panel) and log_2_ fold-change (middle panel) and **−**log_10_(p) (lower panel, Material and Methods) from rhythmicity analyses [23] (n=2). Although the 4C-seq signals were weak for the *Period1* bait, two localized genomic regions at ~6 kb upstream and ~17 kb downstream of the bait position were recruited preferentially at ZT12 to the *Period1* promoter. Fragments with p< 0.01 are colored according to peak time in contact frequency (color-coding as in following top left circle panel D). * = local maximum in differential genomic contact. n=2. Dashed rectangle: region of rhythmic interaction. (C) 4C-seq signal over time adjacent to * (B). (D) *Period1* 4C-seq signal at ZT04 (purple) and ZT12 (yellow) and time-resolved ChIP-seq signals for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver [8]. Colored tracks represent peak time in 4C-seq signal and chromatin marks following the color code as in (C) (Material and Methods). Dashed rectangle: region of rhythmic interaction. The regions located 6 kb upstream and 17 kb downstream of the bait coincided with multiple localized peaks in H3K27ac and DNase1 hypersensitivity. See S8A Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.
(TIFF)

S3 Fig The promoter of *Pfkfb3* connects enhancer-like distal elements showing rhythmic chromatin modifications. (A) *Pfkfb3* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal at ZT08 (red, n=3) and ZT20 (green, n=4) in WT mouse liver in a 2Mb genomic window surrounding the *Pfkfb3* bait position (upper panel) and the corresponding Z-scores (middle track) and p-values (lower track) revealing multiple prominent 4C peaks. Dashed rectangle: region of highest interaction frequency. (C and D) Genome browser viewing with *Pfkfb3* 4C-seq signal at ZT08 (red) and ZT20 (blue) and time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver (D) [8]. Colored tracks represent peak time in chromatin marks following the color code as in (C) (Material and Methods). Dashed rectangle: region of highest interaction frequency. Multiple regions interacting with the *Pfkfb3* TSS are marked by DHSs and rhythmic H3K27ac signals peaking around ZT10, in sync with *Pfkfb3* transcription. See S10A Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.
(TIFF)

S4 Fig The promoter of *Mfsd2a* connects enhancer-like distal elements showing rhythmic chromatin modifications. (A) *Mfsd2a* pre-mRNA expression over time in WT mouse liver [47]. (B) 4C-seq signal at ZT08 (red, n=3) and ZT20 (green, n=3) in WT mouse liver in a 2Mb genomic window surrounding the *Mfsd2a* bait position (upper panel) and the corresponding Z-scores (middle track) and p-values (lower track) revealing a localized prominent 4C-seq peak (although with low 4C-seq signals) ~15 kb upstream of the bait position (arrow). (C and D) Genome browser viewing with *Mfsd2a* 4C-seq signal at ZT08 (red) and ZT20 (blue) and time-resolved ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver (D) [8]. Dashed rectangle: region of highest interaction frequency. The genomic region located ~15 kb upstream of the bait position is marked by DHSs and rhythmic H3K27ac signals peaking around ZT12, consistently with *Mfsd2a* transcription. Colored tracks represent peak time in chromatin marks following the color code as in (C) (Material and Methods). See S10B Fig for ChIP-seq signals of CTCF and core clock factors at the connected genomic regions.
(TIFF)

S5 Fig *Nampt* promoter-enhancer interactions do not depend on BMAL1. (A) *Nampt* pre-mRNA accumulation over time in WT (solid line) and *Bmal1* KO (dashed line) livers [47]. (B) *Nampt* 4C-seq signal at ZT08 (red, n=3) and ZT20 (green, n=3) in a genomic window of 2Mb surrounding the bait in the liver of *Bmal1* KO animals and the corresponding Z-scores and p-values. (C and D) Genome browser view of the *Nampt* 4C-seq signal and the corresponding Z-scores in livers of WT and *Bmal1* KO animals at ZT08 (red line) and ZT20 (blue line) (D). Mean and peak time of PolII and H3K27ac ChIP-seq signals are shown for both WT and *Bmal1* KO conditions (D) [8]. Colored tracks represent peak time in chromatin marks following the color code as in (C) (Material and Methods). Dashed rectangle: region of highest interaction frequency in WT and *Bmal1_KO* animals. H3K27ac rhythms are observed at connected regions in WT livers. In the arrhythmic *Bmal1* KO livers, the chromatin marks no longer oscillate while chromatin contacts are maintained at levels comparable to WT conditions.
(TIFF)

S6 Fig (A) *Nampt* 4C-seq signal at ZT08 (red) and ZT20 (green) in a genomic window of 2Mb surrounding the bait in the liver of WT (n=2 at ZT08, n=4 at ZT20, dashed lines) and *Bmal1* KO animals (n=3, solid lines) and the corresponding Z-scores and p-values. *Nampt* 4C-seq signals are very similar across all conditions. (B) 4C-seq signal from *Por* TSS bait at ZT08 (red) and ZT20 (green) in a genomic window of 1Mb surrounding the bait in livers of WT (n=3 at ZT08 and n=4 at ZT20, dashed lines) and *Bmal1*_KO animals (n=3, solid lines) and the corresponding Z-scores and p-values. *Por* 4C-seq signals are very similar across all conditions.
(TIFF)

S7 Fig (A) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Bmal1* locus as in Fig 1D, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions contacting *Bmal1* promoter preferentially between ZT18 to ZT00 are marked by synchronous rhythms in H3K27ac and DNase1 hypersensitivity as well as binding of REVERB-alpha, ROR-gamma and CTCF. (B) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Per2* locus as in Fig 2D, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions contacting *Per2* promoter preferentially at ZT16 are marked by synchronous rhythms in H3K27ac and DNase1 hypersensitivity as well as binding of REVERB-alpha, ROR-gamma and CTCF, as well as low binding of BMAL1.
(TIFF)

S8 Fig (A) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Per1* locus as in S2 Fig, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions rhythmically contacting *Per1* promoter are marked by peaks of H3K27ac and DNase1 hypersensitivity as well as binding of BMAL1, REVERB-alpha, ROR-gamma and CTCF. (B) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Mreg* locus as in Fig 3, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions contacting *Mreg* promoter preferentially at ZT20 are marked by synchronous rhythms in H3K27ac, DHS as well as binding of REVERB-alpha, ROR-gamma and CTCF.
(TIFF)

S9 Fig (B) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Nampt* locus as in Fig 4, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangles: genomic regions contacting *Nampt* promoter are marked by rhythms in PolII, H3K27ac and DNase1 hypersensitivity as well as binding of REVERB-alpha and ROR-gamma. (B) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Por* locus as in Fig 5, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangles: genomic regions contacting *Por* promoter are marked rhythms in PolII, H3K27ac and DNase1 hypersensitivity as well as binding of REVERB-alpha, ROR-gamma and CTCF.
(TIFF)

S10 Fig (A) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Pfkfb3* locus as in S3D Fig, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions contacting *Pfkfb3* promoter are marked by rhythms in H3K27ac and DNase1 hypersensitivity as well as binding of BMAL1, REVERB-alpha, ROR-gamma and CTCF. (B) 4C-seq signal and ChIP-seq signal for PolII, H3K27ac and DNase1 hypersensitivity in WT mouse liver at *Mfsd2a* locus as in S4D Fig, as well as ChIP-seq signal against BMAL1 in mouse liver at ZT06 [6], against REVERB-alpha and ROR-gamma in mouse liver at ZT10 and ZT22 respectively [48], and CTCF in mouse liver [39]. Dashed rectangle: genomic regions contacting *Mfsd2a* promoter are marked rhythms in PolII, H3K27ac and DNase1 hypersensitivity as well as binding of REVERB-alpha and ROR-gamma, and low binding of CTCF.
(TIFF)

S11 Fig *Hes6* pre-mRNAs accumulate in sync with *Per2* transcripts (Fig 2) in WT livers. Data from [47].
(TIFF)

S1 Table The table contains total 4C-sequencing read counts for each sample and the number and proportion of reads on *trans* and *cis* chromosome as well as on a 2Mb genomic region surrounding the bait fragment.

S2 Table Table contains sequence of inverse-PCR primers used to generate 4C-seq libraries.

How the deposited data were processed for this re-analysis (not part of the article)

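The data used here are 4C-seq of liver and kidney of WT mice and of liver of Bmal1 KO mice. Baits are at promoters and introns, and the labels list 365 libraries in all. The Cry1 promoter bait also has a Cry1 intron KO genotype in liver, which was not analysed here. The comparisons of the paper use Bmal1, Per1 and Per2 over 24 h, Mreg, Nampt, Pfkfb3, Mfsd2a and Por at ZT08 and ZT20, and Nampt and Por in Bmal1 KO. Baits, tissues, genotypes and times come from the labels and the paper's S1 Table where they agree. Single libraries of Nampt, Pfkfb3, Mfsd2a and Por were not assigned to a time, because the labels give ZT08 for all of their WT libraries and for 5 of 6 Bmal1 KO libraries, and the S1 Table gives both times.

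The authors made the deposited log10 values from fragment counts of reads mapped to mouse build mm9 with HTSstation, divided by the total on the cis chromosome, with the pseudocount given in the methods, and fitted them by their locally weighted multilinear regression with the kernel given in the methods, which pools all libraries of a group into 1 estimate per position with a deposited variance. They left out libraries with too many empty fragments and the fragments next to the bait. The authors' deposited z scores and p-values for ZT08 and ZT20 come from that regression; the z score has the opposite sign to the deposited difference and is given here as ZT20 against ZT08. The authors' deposited 24 h table gives the Fourier coefficient with its standard errors, a score that sums the squared z scores, and its chi-square p-value. Other deposited units are the variance of each estimate and the peak time in h, which the authors computed from the same fit. No value per library was used.

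Positions were checked against the genome: all are midpoints of DpnII fragments of NCBIM37, the same build as mm9, and genes were taken from the GENCODE annotation of that build. The table of RefSeq symbols is on another build and its coordinates were not used. Analyses cover 1 Mb on each side of the bait. For rhythms, the 24 h coefficient of 6 times, 4 h apart, was recomputed and tested by chi-square with 2 degrees of freedom and the deposited errors, which gave the deposited p-values to within rounding. Amplitudes are peak-to-trough in log10 units. Each was also set against all 60 distinct orders of the times. For ZT20 minus ZT08 the authors' deposited p-values were used, and 95% intervals come from the error implied by their z score. For Bmal1 KO minus WT the estimates of both times were averaged and tested by a normal (Wald) test; genotype and time were not tested for interaction. The difference between liver and kidney in the change with time was tested by a normal test on the difference of differences. Counts use p under 0.01, the threshold of the paper's figures, and Benjamini-Hochberg adjusted p under 0.05 over the positions of a window, and positions up to 5 kb apart make a cluster. All of these take restriction fragments and not livers as observations. The smoothing kernel also makes neighbouring positions share data, so counts of positions are not counts of independent observations. Shares of counts are the paper's S1 Table values, compared by two-sided exact permutation tests, over the libraries of 2 times, or of 2 genotypes at the same time. Libraries that failed the filter on empty fragments were included in these tests.

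The named sites follow a rule set before the data were examined: sites that the paper states as changing at the stated position; loops stated as stable at the highest signal within 10 kb; for Pfkfb3 the 3 highest local peaks between 10 and 200 kb; the Por regions of Fig 5D; and for each comparison the smallest p and the next 2 at least 20 kb away, if under 0.01. Mfsd2a at its stated position was added after the values were seen. Alternatives were the Benjamini-Hochberg threshold and the local maximum, both planned, and errors without the added term and 2 ways of centring, chosen after seeing the data. Planned fits over libraries were not run, since they need values per library.

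Median total counts per library in the paper's S1 Table ran from 1026546 for Per1 to 5116238 for Pfkfb3 in WT. Tested on simulated data with 200 changed positions, a difference of 0.15 was recovered at p under 0.01 for 91% of them at Mreg, and for 100% at Nampt and Por between genotypes. The simulated noise was independent between positions and had the errors that the test assumes. These rates therefore do not cover variation between livers. Baits that this text does not name, ChIP-seq, pre-mRNA data and the rhythms of the Cry1 promoter bait were not analysed here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.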

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

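Here 4 tests were chosen only after the data or the result were seen, for the Mreg contacts that of a rise near the bait shared by other baits, the upstream side as a test of a higher share of counts and the subtraction of the median difference, and for Per2 the leaving out of ZT16, and the other tests in this part were set before the result they measure was seen.

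The paper reports on 8 of the baits in the tables, and 13 results below are signals in other baits, tissues or genotypes, counted as positions within 1 Mb of the bait at a Benjamini-Hochberg adjusted p under 0.05. The Hoxd4 bait in WT liver, taken as the comparison, had 0 such positions in the chi-square test of the 24 h rhythm, with 56 at an unadjusted p under 0.05. From the Gys2 promoter bait 22 positions had a 24 h rhythm in WT liver, around 21.1 kb downstream, where the peak-to-trough was 0.196. From the bait at exon 8 of Gys2 20 positions did, around -17.8 kb, with 0.247. For ZT20 minus ZT08 in the authors' deposited table, the Slc44a1 bait had 4 positions in WT liver and 17 in WT kidney, with differences of 0.202 and 0.210 at the smallest p. The longer Slc45a3 bait had 9 in liver and 25 in kidney, with 0.169 and 0.130, and the shorter had 13 in liver and 4 in kidney, with 0.190 and 0.150, by the authors' deposited p. The Gys2 promoter bait had 94 in WT kidney (0.155), all higher at ZT20, the Cry1 intron bait 20 in WT liver (0.257) and the Gys2 intron bait 31 in WT liver (-0.361), again by the authors' deposited p. The exon 8 and intron baits of Gys2 have the same coordinate, so that they are 1 viewpoint in 2 tables. For Bmal1 KO minus WT, Pfkfb3 had 6 positions lower in Bmal1 KO, with -0.141 at 102.5 kb, and Mfsd2a 8 higher, with 0.144 at 4.15 kb in an exon of Mfsd2a. This Mfsd2a position is the first one kept on that side, beside the fragments next to the bait that the authors left out. As all values are pooled over libraries, the number of livers that show each direction is not known here.

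Contacts of the Bmal1 promoter 40 to 75 kb downstream had a 24 h peak-to-trough of 0.162. A change of contact decay on both sides of the bait is argued against by the mirrored upstream region, which had 11.1% of that amplitude and peaked 7.87 h apart, and the ZT20 estimate alone, which rests on 1 library in the paper's S1 Table, by the 86.7% left without it. An arbitrary order of the 6 times stays open, since 4 of the 60 orders (6.67%) gave as large an amplitude. A daily rhythm of looping stays open beside it, untested against the variation between livers.

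Contacts of the Per2 promoter 35 to 70 kb downstream had a peak-to-trough of 0.0993. A change of contact decay on both sides is argued against by the mirrored region, with 34.6% of the amplitude and a peak 9.16 h apart. An arbitrary order of the times stays open, since 16 of the 60 orders (26.7%) gave as large an amplitude, and 47.0% of it was left without ZT16. A daily rhythm of looping is the biological explanation that stays open.

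Contacts of the Mreg promoter 10 to 50 kb downstream were higher at ZT20 in WT liver by 0.138. A higher share of counts near the bait in all of the window, and a change of decay on both sides, are both argued against as the whole cause of this mean by the upstream region at the same distances, with 21.0% of the difference. That does not hold at each distance. At 20.1 kb upstream the difference was 0.115 (95% interval 0.0242 to 0.206), near the 0.122 at 20.2 kb downstream. That 96.5% of the difference was left with the median difference subtracted decides nothing, as that median, 0.00488, is near 0. Whether a rise near the bait that other baits share is the cause is not decided and depends on the baits taken. Over the 6 other liver baits with libraries mapped to a time, the median difference 10 to 50 kb away, both sides, was 0.0894. Over all 10, with Nampt, Pfkfb3, Mfsd2a and Por, it was 0.0496. These medians are 64.7% and 35.9% of the Mreg downstream difference. That difference covers a single side, so the percentages do not compare like with like. Over both sides Mreg itself had 0.0864, below the median of the 6 and above that of the 10. Of the 6, Slc44a1 (0.124), the Cry1 intron (0.117) and both Slc45a3 baits (0.0893 and 0.0894) were higher than Mreg. Pi3kap1 (0.0590) and the Gys2 intron (-0.0221) were lower. The Slc45a3 baits, which set the median of the 6, are at the same gene. A time-dependent Mreg loop stays open too. The smaller rise on Mreg's own upstream side does not tell it apart from a shared rise, which was uneven at some other baits. At the Slc44a1 bait in kidney the rise was 0.134 downstream and 0.0422 upstream. At the longer Slc45a3 bait in liver it was more even, 0.0825 downstream and 0.0959 upstream.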

How the results depend on the processing

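The deposited values are pooled over libraries, so the alternatives set beforehand that need values per library were not run: limma over libraries, kernels of other widths, another pseudocount, condition weights, libraries failed on quality included, scaling to the window, and leaving out each library in turn. No paired analysis was possible because the values are given per group and not per library, which also bars a replicate block. The Benjamini-Hochberg threshold and the site at the local maximum were planned, and the other 3 alternatives were chosen after seeing the data. No result reversed.

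Counts below are positions within 1 Mb of the bait. At a Benjamini-Hochberg adjusted p under 0.05 instead of p under 0.01, 3 of 29 counts were within 1.5 times and 26 were not, which the stricter threshold itself brings. For the 24 h rhythm the chi-square test left 0 for Bmal1 (51 at an unadjusted p under 0.05), 7 for Per2, 0 for Per1 (7.85% of positions at an unadjusted p under 0.05), 22 for the Gys2 promoter and 20 for Gys2 exon 8. For ZT20 minus ZT08 the authors' deposited p-values left 27 for Mreg in liver and 0 in kidney (52 at an unadjusted p under 0.05), and 0 for Nampt (29), Pfkfb3 (78), Mfsd2a (19) and Por (60) in WT and for Nampt (63) and Por (26) in Bmal1 KO, each with its count at an unadjusted p under 0.05 in brackets. They left 4 and 17 for Slc44a1 in liver and kidney, 0 and 0 for Pi3kap1 (63 and 132 at an unadjusted p under 0.05), 9 and 25 for the longer and 13 and 4 for the shorter Slc45a3 bait, 20 for Cry1 intron and 31 for Gys2 intron. For Bmal1 KO minus WT it left 11 for Nampt, 6 for Pfkfb3 and 8 for Mfsd2a.

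With the deposited variances without the added error term, 5 of 23 counts were within 1.5 times and 18 were higher, since the error is smaller by construction. They were 116 for Bmal1, 72 for Per2, 44 for Hoxd4, 100 for the Gys2 promoter and 93 for Gys2 exon 8. For ZT20 minus ZT08 they were 127 for Mreg in liver and 49 in kidney, 143 for Slc44a1 in kidney, 41 and 97 for Pi3kap1 in liver and kidney, 167 for the longer and 142 for the shorter Slc45a3 bait in liver, 196 for Gys2 in kidney and 83 for Gys2 intron. For Bmal1 KO minus WT they were 82 for Nampt, 46 for Por, 151 for Pfkfb3 and 60 for Mfsd2a. All 17 named sites tested kept their side of the threshold.

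With differences centred on their median, 13 of 17 counts were within 1.5 times, and 4 were lower: Mreg in kidney 1, Slc44a1 in kidney 51, Pi3kap1 in kidney 6 and Pfkfb3 Bmal1 KO minus WT 33. The cause was not tested. Of 14 named sites and regions 13 kept their direction and, where tested, their side of the threshold, and the Pfkfb3 site at -42.1 kb in Bmal1 KO minus WT no longer passed. With each time centred on its median, all 6 rhythm counts were within 1.5 times and 8 of 9 named sites and regions kept their side of the threshold, while Per1 at 45 kb upstream passed p under 0.01. The local maximum is here the highest signal within 10 kb, which need not be a peak. For Bmal1 at 44.9 kb, Per1 at 45 kb upstream and Mreg at 35.0 kb it lay at the edge nearest the bait. These edge positions were 35.1, -35.0 and 25.1 kb, so a change there can come from measuring another contact. At the local maximum, Bmal1 at 44.9 kb and Per1 at 16.9 kb no longer passed. The other 7 of 9 named sites kept their side of the threshold. Of these 7, Per1 at 45 kb upstream, past p under 0.01 in neither, had a peak-to-trough of 0.0507 and a peak at ZT20.4 in place of ZT1.57 (p = 0.358 in the chi-square test), and Per2 at 65.3 kb had 0.145 in place of 0.218. The self-test on simulated rhythms of 0.2 recovered 85% of them for Bmal1 and 100% for Per2 and Per1 at p under 0.01, and of rhythms of 0.1 it recovered 18%, 82% and 92.5%, so that the larger errors of Bmal1 limit what can be called there. Its noise had the errors that the test assumes, without variation between livers.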

Differences from the paper's values

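The paper places the stable loop of Mfsd2a at 15 kb upstream of the bait, and by the rule of the highest signal within 10 kb of the stated position it was 5.82 kb upstream (-5.82 kb). Of the alternatives set before the data were examined, those that were run give no other position for it. Taken at the stated position instead, which was chosen after seeing the values, the fragment at -14.7 kb had signals of 1.13 and 1.11 at ZT08 and ZT20. The fragment at -5.82 kb lies near the edge of the 10 kb nearest the bait. At like distances the median signal was 1.07, so its higher signal does not by itself place the loop elsewhere.

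The paper describes the Nampt loops in Bmal1 KO liver as similar to WT and alike at both times. The loop at -54.9 kb was lower in Bmal1 KO by the Wald test (-0.0912, 95% interval -0.144 to -0.0387, adjusted p 0.112), and 11 positions, all lower, passed an adjusted p under 0.05. The intervals of the other 3 sites held 0. Between the times in Bmal1 KO that loop had p = 7.24e-04 in the authors' deposited table, and 0 positions passed after adjustment there, with 63 at an unadjusted p under 0.05.

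The paper states no adjusted threshold for the 24 h rhythm and colours positions at p under 0.01. At that threshold 15 Bmal1 positions passed where chance gives 30.6, or 116 with the deposited variances without the added error term, which was chosen after seeing the data, and the chi-square test left 0 positions for Bmal1 and 0 for Per1 after Benjamini-Hochberg adjustment, with 51 and 7.85% of positions at an unadjusted p under 0.05. For Per2 31 positions passed p under 0.01 where chance gives 31.2, and 7 remained after adjustment. At p under 0.05 were 1.67% of positions for Bmal1 and 2.63% for Per2, both fewer than chance gives. The deposited errors thus look wide, and these counts against chance do not by themselves decide. Within 100 kb lay 10 of the 15 Bmal1 positions, among 289, and 26 of the 31 Per2 positions, among 310.

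The paper gives lower amplitudes for Per1 than for Per2. This held among positions with p under 0.01 (median 0.0678 and 0.120), while over all positions within 100 kb the medians were 0.0428 and 0.0425. Of the positions with p under 0.01, 20 of 94 for Per1 and 26 of 31 for Per2 lay within 100 kb.

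The paper's text gives ZT08 as the time of highest contact just upstream of Per1, with a fitted phase near ZT12, and its S2 Fig legend names ZT12. At -6.02 kb the highest signal was at ZT12 (0.644, against 0.633 at ZT08), and at the local maximum within 10 kb, an alternative set before the data were examined, at -4.28 kb, it was at ZT08.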

Other observations

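The 24 h tables also hold 2 baits in Gys2, which encodes the glycogen synthase of liver, and the paper does not report them. From the promoter bait the strongest rhythm was 21.1 kb downstream, on the fragment over the other bait (chromosome 6, 142399709 to 142400200), with 0.703 at ZT08 and 0.469 at ZT20, a peak-to-trough of 0.196, a peak time of ZT8.10 and an adjusted p of 1.18e-05, and 3 of the 60 orders of the times gave as large an amplitude. Seen from the bait at exon 8, the fragment at -17.8 kb towards the promoter had 0.765 at ZT08 and 0.515 at ZT20, a peak time of ZT6.48 and an adjusted p of 2.66e-05, and no other order of the times gave as large an amplitude. Both fragments were picked by their smallest p in the true order, so the comparison with other orders is no independent support. At ZT08 and ZT20, in the authors' deposited table, the Gys2 intron bait, at the same coordinate as that of exon 8, had 1.22 at ZT08 and 0.859 at ZT20 at -19.4 kb (adjusted p 6.91e-16). In kidney, contacts of the Gys2 promoter were higher at ZT20, with the smallest p at -45.9 kb, 10.4 kb from Ldhb (0.550 and 0.705, adjusted p 2.29e-05). The difference between the tissues was not tested for Gys2.

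From the intron bait of Cry1, which encodes a repressor of the clock, the contact at -29.8 kb, 7.55 kb upstream of the gene, had 0.471 at ZT08 and 0.727 at ZT20 in WT liver (adjusted p 1.90e-06, from the authors' deposited p). At -322.3 kb, in an intron of Btbd11, it had 0.256 at ZT08 and 0.111 at ZT20 (0.108 after adjustment).

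Mreg contacts averaged over both times were higher in liver than in kidney at 163 positions with an adjusted p under 0.05, and at 0 lower. At 35.0 kb downstream the difference between ZT20 and ZT08 was 0.151 in liver and 0.0778 in kidney, and the difference of these was 0.0737 (SE 0.0546). Over the window, the difference of the tissues in their change with time passed an adjusted p under 0.05 at 0 positions in the normal test, with 91 at an unadjusted p under 0.05. For Slc44a1 it did at 0 too, with 80, for Pi3kap1 at 0, with 62, for the longer Slc45a3 bait at 0, with 31, and for the shorter at 0, with 65 at an unadjusted p under 0.05 in the normal test.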
